# Glutamine prevents acute kidney injury by modulating oxidative stress and apoptosis in tubular epithelial cells

**DOI:** 10.1172/jci.insight.163161

**Published:** 2022-11-08

**Authors:** Katharina Thomas, Lisa Zondler, Nadine Ludwig, Marina Kardell, Corinna Lüneburg, Katharina Henke, Sina Mersmann, Andreas Margraf, Tilmann Spieker, Tobias Tekath, Ana Velic, Richard Holtmeier, Juliane Hermann, Vera Jankowski, Melanie Meersch, Dietmar Vestweber, Martin Westphal, Johannes Roth, Michael A. Schäfers, John A. Kellum, Clifford A. Lowell, Jan Rossaint, Alexander Zarbock

**Keywords:** Immunology, Nephrology, Apoptosis, Cellular immune response, Mitochondria

## Abstract

Acute kidney injury (AKI) represents a common complication in critically ill patients that is associated with increased morbidity and mortality. In a murine AKI model induced by ischemia/reperfusion injury (IRI), we show that glutamine significantly decreases kidney damage and improves kidney function. We demonstrate that glutamine causes transcriptomic and proteomic reprogramming in murine renal tubular epithelial cells (TECs), resulting in decreased epithelial apoptosis, decreased neutrophil recruitment, and improved mitochondrial functionality and respiration provoked by an ameliorated oxidative phosphorylation. We identify the proteins glutamine gamma glutamyltransferase 2 (Tgm2) and apoptosis signal-regulating kinase (Ask1) as the major targets of glutamine in apoptotic signaling. Furthermore, the direct modulation of the Tgm2-HSP70 signalosome and reduced Ask1 activation resulted in decreased JNK activation, leading to diminished mitochondrial intrinsic apoptosis in TECs. Glutamine administration attenuated kidney damage in vivo during AKI and TEC viability in vitro under inflammatory or hypoxic conditions.

## Introduction

Acute kidney injury (AKI) may be caused by insults such as sepsis and nephrotoxins, as well as kidney ischemia/reperfusion injury (IRI). Tissue damage in AKI may occur in multiple parts of the nephron (tubular and glomerular). However, injury to renal tubular epithelial cells (TECs) is most critical for the degree of functional decline (1). TEC dysfunction represents the initiating event in AKI and directly correlates with tubular epithelial cell death in one or several tubular segments as a consequence of regulated necrosis, ferroptosis, and apoptosis (2, 3). Tubular cell loss initially provokes the secretion of inflammatory cytokines and chemokines by remaining TECs and resident leukocytes, thereby contributing to excess infiltration of neutrophils and other immune cells (4–6). Consequently, activation and recruitment of circulating neutrophils into the kidney are triggered; the amount of neutrophil infiltration correlates with the degree of tissue damage and the decline of renal function (7, 8).

Glutamine is the most abundant free amino acid in the body and is considered conditionally essential during prolonged periods of physical stress and inflammatory conditions such as infection and injury (9). This conditionally essential amino acid is required for protein biosynthesis but also for energy metabolism and reactive oxygen species (ROS) scavenging, which is of particular importance in high-turnover tissues and immune cells (10, 11). Reduced glutamine availability may result in impairment of biological mechanisms and physiological processes such as cell proliferation and survival. Renal TECs and immune cells have been reported to be the main consumers of glutamine (12). Glutamine supplementation has been found to suppress the production of inflammatory mediators, such as TNF-α or IL-6, by LPS-stimulated peripheral blood monocytes (13). Moreover, glutamine administration has been shown to prevent apoptosis of immortalized human kidney 2 (HK-2) cells through induction of heme oxygenase-1 via a p38MAPK-dependent pathway, which may play a key role in the cytoprotective effect of glutamine (14). Recent research has revealed that glutamine induces expression of heat shock proteins (HSPs), which may protect from cellular injury (15, 16). In addition, a previous report demonstrated that a single dose of glutamine administered after the initiation of sepsis downregulates the expression of high-motility group box-1–related (HMGB1-related) mediators and decreases renal oxidative stress (17). Finally, it has been reported that glutamine’s renal protective effect in nephrotoxic AKI is related to activation of HSP70, which mitigates inflammation and neutrophil infiltration (16).

Urinary biomarkers released by injured renal cells have been found to predict the development of clinical AKI (18, 19). Tissue inhibitor of metalloproteinase-2 (TIMP-2) and insulin-like growth factor binding protein 7 (IGFBP7) are both secreted under conditions of renal stress caused by inflammation, ischemia, oxidative stress, drugs, and toxins (20). These proteins are involved in G_1_ cell cycle arrest that occurs during cellular stress.

The aim of this study was to investigate the protective effect of glutamine application on the development of AKI in mice after renal IRI and to unveil the underlying molecular mechanisms. We show that systemic glutamine administration causes transcriptomic and proteomic reprogramming in renal TECs, which has a direct protective effect on renal tissue by interfering with proapoptotic signaling and inflammation. As a result, glutamine treatment reduces kidney injury by diminishing mitochondrial intrinsic apoptosis in TECs. Finally, we show that the systemic administration of glutamine substantially promotes the maintenance of renal tissue integrity and functionality in mice.

## Results

### Glutamine administration attenuates kidney damage and improves kidney function during IRI-induced AKI.

To investigate the effect of glutamine on AKI, we used a murine model of renal IRI (21). Mice were subjected to sham or renal IRI surgery and received glutamine or physiologic saline solution intravenously 4 hours after reperfusion. Urinary protein biomarkers of AKI, including neutrophil gelatinase-associated lipocalin (NGAL; Figure 1A) and kidney injury molecule-1 (KIM-1; Figure 1B), were increased after IRI induction but were significantly reduced in glutamine-treated mice. Similarly, levels of the renal stress biomarkers [TIMP‑2]*[IGFBP7] were increased in saline-treated IRI mice 12 hours after surgery and significantly attenuated by glutamine (Figure 1C). Plasma creatinine and blood urea nitrogen, measures of kidney dysfunction, were elevated in the saline group after IRI induction and significantly attenuated in the glutamine group (Figure 1, D and E). Glutamine administration also rescued creatinine clearance upon IRI (Figure 1F). The protective effect of glutamine was detectable for 72 hours after IRI induction, which represents the latest time point to be assessed before mice started dying (Figure 1F). To investigate whether glutamine protects the kidney after IRI by modulating the blood flow (22), we analyzed the renal arterial resistivity index at baseline conditions and 4 hours and 24 hours after renal IRI in the presence of either glutamine or saline (Figure 1G). We demonstrate that glutamine does not affect the renal arterial resistivity index, thereby indicating that the observed beneficial effects after glutamine treatment are not mediated by an increased renal blood flow but due to immunomodulation.

In addition, IRI-induced neutrophil recruitment into the kidneys was significantly reduced with glutamine (Figure 1H). Cell surface expression of activation markers on infiltrated neutrophils was not affected by glutamine (Supplemental Figure 1, A–E). Likewise, glutamine did not affect recruitment of other immune cells, such as macrophages, T cells, and dendritic cells (Supplemental Figure 1, F–I). To further investigate tubular injury after renal IRI, H&E staining of kidney sections was performed, and a investigator quantified tubular injury by using blinded protocol and a tubular injury score (23). In the control group, the tubular injury score significantly increased over time, and glutamine significantly reduced the score 24 hours after renal IRI (Figure 1, I and J, and Supplemental Figure 2A). Immune system activation and neutrophil recruitment upon reperfusion of ischemic tissues contribute to tissue damage and kidney dysfunction (21, 24). Therefore, we measured chemokine and cytokine levels as well as neutrophil recruitment into the kidneys after IRI induction. Both cytokine and chemokine levels (CXCL1, CXCL2, TNF-α, and IL-10) were decreased following therapeutic glutamine administration (Figure 1, K–N). These findings demonstrate that glutamine administration ameliorates both the global and local immune cell activation in renal IRI in vivo, thereby protecting tissue integrity and maintaining kidney function.

In order to obtain a better understanding of the time-dependent effects of glutamine, we investigated the dynamics of glutamine uptake by assessing glutamine levels in blood and urine after the administration of glutamine intravenously. We observed that 50% of the injected glutamine was quickly removed from the circulation (Supplemental Figure 2, B and C). To distinguish whether the observed glutamine-related protective effects were primarily achieved by direct action on renal TECs, we performed a reconstitution experiment. Mice were neutrophil-depleted, and glutamine was injected intravenously 1 hour before neutrophil reconstitution and sham or IRI procedure (Supplemental Figure 2D). In this model, glutamine treatment continued to significantly improve kidney function, suggesting that its effect was primarily on TECs (or other renal cells) rather than on neutrophils directly (Supplemental Figure 2, E and F).

### Glutamine affects reduction-oxidation capacity, NAD metabolism, and apoptotic processes.

To investigate the mechanisms by which glutamine treatment reduced renal tissue injury upon AKI induction, we performed label-free quantitative mass spectrometry proteomic analysis of kidney homogenates from saline- and glutamine-treated mice after IRI induction or sham surgery. Unbiased hierarchical clustering analysis clearly separated the 4 groups, whereby 2,784 proteins were detected (Figure 2A). Additionally, a deeper proteomic analysis of the 2 IRI-treated groups verified fundamental differences of protein levels in response to glutamine treatment (Figure 2B). Overall, proteomic analysis of kidney tissue from saline- or glutamine-treated, IRI-induced mice identified 190 significantly regulated proteins out of 2,609 detected, of which 96 proteins were upregulated and 94 were downregulated in kidney homogenates of glutamine-treated mice following IRI (Figure 2C and Supplemental Table 1). A gene ontology (GO) enrichment analysis of the involved signaling pathways revealed glutamine administration affected oxidative phosphorylation, apoptosis, and glutathione metabolic processes as well as NAD^+^ binding and antioxidant activity (Figure 2D). This was also supported by a network analysis (see scheme in Figure 2, D and E, and Supplemental Figure 3). Upregulated key proteins included several subunits of NADH dehydrogenase 1 and NADH ubiquinone oxidoreductase (complex 1 of the oxidative phosphorylation system; Ndufc2, Ndufs1, Ndufb9, Ndufa11, Ndufs2, Mtnd1) as well as glutathione-*S*-transferase theta 1 (Gstt1) (Figure 2C and Supplemental Figure 3A). Protein-glutamine gamma glutamyltransferase 2 (Tgm2), alpha-actinin-1 (Actn1), and alpha-actinin-4 (Actn4), which are involved in apoptosis and leukocyte transendothelial migration, as well as cell division control protein 42 homolog (Cdc42), were among the top upregulated proteins. Downregulated proteins included apoptosis-related molecules such as programmed cell death proteins 6 and 10 (Pdcd-10 and -6) and vesicle trafficking, e.g., Sec22b and Arcn1 (Figure 2C and Supplemental Figure 3B).

### Glutamine administration functionally attenuates renal tubular cell apoptosis.

Next, we sought to provide functional proof of our proteomic results. To explore the impact of glutamine on apoptosis in the kidney tissue after IRI, TUNEL-positive cells and caspase-3 activity were investigated in kidney tissue of sham and IRI-induced mice with or without glutamine treatment (Figure 3, A–C). The count of TUNEL-positive cells (Figure 3, A and B) and caspase-3 activity (Figure 3C) were significantly reduced by glutamine treatment after IRI induction. To provide a further mechanistic link of glutamine action on renal TEC apoptosis, immunoblotting of kidney lysates from mice treated with glutamine or saline was performed. Since the involvement of JNK in glutamine-dependent signaling has been reported to play a role in AKI (15), we analyzed the signaling intermediates in JNK signaling, including HSP70, phosphorylated JNK (p-JNK), p–Bcl-2 associated agonist of cell death (p-Bad), p-14-3-3ζ, and caspase-3, by biochemical assays and immunohistochemistry staining (Figure 3, D–I, and Supplemental Figure 4C). We found total HSP70 expression levels to be increased upon glutamine treatment in the kidney lysates of IRI-induced mice (Figure 3, D and E). Furthermore, while Bad phosphorylation was increased, the phosphorylation of JNK and 14-3-3ζ, as well as the expression of caspase-3, were decreased following glutamine treatment (Figure 3, D and F–I), suggesting that glutamine treatment decreases proapoptotic signaling. In addition, we investigated the impact of glutamine administration on Ask1 phosphorylation, which is known to activate JNK in response to an array of stresses, such as oxidative and inflammatory stress, thereby inducing apoptosis in various cells through mitochondria-dependent caspase-3 activation (25). As Ask1 might represent the link between oxidative stress and apoptosis, we analyzed Ask1 phosphorylation (Thr845) and indeed found glutamine to reduce IRI-induced Ask1 activation in kidneys (Figure 3, D and J). To unveil to role of Ask1 on apoptosis and especially glutamine-increased HSP70 expression, we induced an Ask1 knockdown (KD) in TECs by siRNA transfection and analyzed caspase-3 and HSP70 expression under normoxic and hypoxic conditions (Figure 3K). While HSP70 expression was not affected by Ask1 KD (Figure 3, K and L), caspase-3 expression was significantly decreased upon hypoxia of Ask1-KD cells (Figure 3, K and M).

To investigate the upstream components of Bad phosphorylation in kidney tissues following IRI induction, we investigated PI3K and Akt expression as well as Akt phosphorylation. While IRI-induced AKI did result in increased expression of PI3K and enhanced Akt activation 12 hours after IRI induction, glutamine treatment had no effect on these molecules (Supplemental Figure 4, A and B). This suggests that the increased Bad phosphorylation observed following glutamine treatment is more likely to be the result of increased JNK signaling rather than through modulation of PI3K pathways.

To visualize the spatial distribution of HSP70, Bad, and 14-3‑3ζ in kidney sections of glutamine- or saline-treated mice upon IRI induction, matrix-assisted laser desorption/ionization imaging mass spectrometry (MALDI-IMS) was performed (Figure 3N). Glutamine administration after IRI induction led to an increase of HSP70 expression both in the cortical and in the medullary regions of the kidney (Figure 3N). By contrast, neither 14-3-3ζ nor Bad distribution was affected by glutamine treatment after IRI induction.

These observations were additionally confirmed by immunohistochemistry (IHC) staining (Supplemental Figure 4C). Taken together, these data provide evidence that systemic glutamine administration prevents renal tubular cell apoptosis by improving antiapoptotic signaling via HSP70 and reduced Ask1 activation.

### Glutamine improves kidney function upon IRI by mediating Tgm2-HSP70 interaction.

As Tgm2 amounts in glutamine-treated kidneys were significantly elevated in our proteomic analysis, we verified increased Tgm2 expression levels in kidney lysates by Western blotting (Figure 4, A and B). MALDI-IMS demonstrated Tgm2 to be expressed in the cortical and the medullary structure of the kidney under baseline conditions (Figure 4C). While IRI induction led to a decreased Tgm2 distribution in both cortical and central regions of the kidney, glutamine treatment rescued Tgm2 expression in the medulla, and particularly in cortical areas (Figure 4C). This was additionally observed by IHC staining (Supplemental Figure 4C).

To further investigate the role of Tgm2 activity in glutamine-related antiapoptotic signaling during IRI, we subjected WT mice to IRI or sham surgery and administered glutamine or saline and the Tgm2 inhibitor ERW1041E or 10% DMSO (vehicle control), respectively. Combined administration of glutamine and ERW1041E almost completely reversed the glutamine-induced decreased plasma creatinine levels and reduced neutrophil infiltration induced by glutamine treatment (Figure 4, D and E). To additionally show the functional relevance of glutamine-induced Tgm2 upregulation following renal IRI, we quantified Tgm2 activity in the kidneys. Tgm2 activity was significantly increased after glutamine treatment, while Tgm2 inhibitor treatment completely abolished this effect (Figure 4F).

To verify the effect of glutamine on Tgm2, we generated proximal TEC-specific knockout mice (Tgm2^fl/fl^ sGLT2^cre+^) and subjected them to IRI surgery following glutamine or saline treatment. We analyzed plasma and urine creatinine levels as well as neutrophil recruitment into the kidneys and observed that glutamine had no significant protective effect on kidney damage, inflammation, and the renal tubular injury score in Tgm2–conditional knockout mice anymore (Figure 4, G–J).

### Glutamine supports mitochondrial respiration during oxidative stress.

To analyze the effect of glutamine treatment on the cellular reduction-oxidation equilibrium, glycolysis, and energy metabolism, we quantified the NAD^+^/NADH ratio, ATP concentration, as well as NO_2_^–^ levels in kidney tissue after IRI induction (Figure 5, A–C). We found kidney tissue NAD^+^/NADH ratio and ATP concentration to be increased in glutamine-treated IRI mice (Figure 5, A and B) while NO_2_^–^ levels were decreased upon glutamine treatment (Figure 5C). As the maintenance of an optimal NAD^+^/NADH ratio is essential for mitochondrial function, we further focused on the effect of glutamine on mitochondrial functionality and respiration in TECs. Therefore, we analyzed the mitochondrial membrane potential and the mitochondrial ROS (mROS) production upon hypoxia with or without glutamine treatment for 24 hours. The mitochondrial membrane potential was not affected by hypoxia or glutamine/saline treatment, while the mROS production was enhanced under hypoxic conditions (Figure 5, D and E). The observed mROS increase was significantly diminished by glutamine treatment (Figure 5E). To assess mitochondrial respiration upon hypoxic stress, we analyzed the oxygen consumption rate of TECs using the Seahorse Analyzer and found hypoxia to decrease basal and maximal respiration (Figure 5F). Glutamine treatment led to a partial increase of maximal respiration and a consequent elevated reserve capacity, thereby positively regulating oxidative phosphorylation (Figure 5G). In contrast to hypoxia, TNF-α did not affect mitochondrial functionality (Supplemental Figure 5, A–D).

### Glutamine affects the expression of apoptosis- and oxidative stress–related proteins in renal TECs on the transcriptional and proteomic level.

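RNA from renal TECs of 3 glutamine-treated and 3 vehicle-treated mice was sequenced, each mouse giving 1 library. The cells were sorted as CD45-negative and Prominin-1-positive 24 hours after IRI, and the legend of Table S2 places the glutamine 15 minutes after reperfusion. The authors deposited estimated counts per gene symbol, a unit that need not be whole because reads fitting several transcripts are shared among them, and they did not normalize these counts. The values were rounded to whole counts before testing. The library totals were 9258708, 10223461 and 9949699 counts in vehicle replicates 3, 4 and 5, and 8674085, 5397370 and 9724686 counts in glutamine replicates 1, 2 and 3. Glutamine replicate 2 was therefore the shallowest library, and low-count genes are least precise in it. Libraries were scaled by edgeR's TMM method, genes with too few counts were removed by its default expression filter, and 14734 genes were tested with its quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method. In counts simulated from these libraries with 200 changed genes, this test recovered 88.5% of the changed genes, and 5.35% of its calls were unchanged genes. The simulated changes were larger than the log2 fold changes of Bad, Srxn1 and Hmox1 given below, and scarce genes were left unchanged. These shares therefore do not hold for changes of that smaller size, and a gene that was not called may still have changed. The sort marker Prom1 had 70.4 ± 5.96 CPM with vehicle and 80.2 ± 4.56 CPM with glutamine (SD, n = 3). Ptprc, which encodes CD45, had 1.03 ± 0.808 CPM with vehicle and 2.28 ± 0.467 CPM with glutamine (SD, n = 3).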

To analyze glutamine-related effects on renal TEC, we sorted the cells from kidney tissue by FACS 24 hours after IRI induction, isolated RNA, and performed transcriptome analysis by RNA-Seq. 

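The 6 TEC libraries were clustered on the log2 CPM of all 14734 tested genes, without choosing genes by treatment, using Euclidean distance and complete linkage. The first branch of the tree parted vehicle replicates 3 and 4 from the other libraries, so that vehicle replicate 5 grouped with the 3 glutamine libraries. The mean distance between groups exceeded the mean distance within groups by 10.1 log2 units. No other split of the libraries gave as large an excess (exact permutation test, one-sided p = 0.1, the smallest that 3 libraries against 3 allow over 10 splits). The same first branch appeared with the 500 most variable genes, with a correlation distance and with average linkage. It also appeared without predicted genes, Rik genes and sensory receptor genes, where 2 of the 10 splits, the real one included, gave as large an excess. In a clustering chosen after seeing the data, only the 437 tested genes with an s-value below 0.01 were used. The s-value estimates how often a gene's direction would be called wrongly, so these genes were picked for the difference between the groups, and the first branch then parted all vehicle libraries from all glutamine libraries.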

In renal TECs unbiased hierarchical clustering clearly separated the glutamine-treated from the saline-treated mice (Figure 6A). Functional annotation analyses identified 481 differently expressed genes upon renal IRI and glutamine treatment (Figure 6, A and B, and Supplemental Table 2). 

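Of the 14734 genes tested in TECs, 0 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.0955. At an unadjusted p-value below 0.05 there were 1901 genes, of which 822 were lower and 1079 higher with glutamine. The count depended on the method. DESeq2, the tool the paper names, gave 246 genes with an adjusted p-value below 0.05 in its Wald test, 62 lower and 184 higher. With DESeq2's fold changes shrunk by apeglm and an s-value below 0.01, the threshold drawn in Figure 6B, there were 446 genes, 143 lower and 303 higher. In the simulated libraries, whose changes were large, this rule recovered 95.0% of the changed genes, and 43.1% of its calls were genes simulated without a change. Of the 446 genes, 187 of the higher and 16 of the lower were predicted genes, Rik genes or sensory receptor genes. Without glutamine replicate 2 the quasi-likelihood test gave 38 genes, and without vehicle replicate 5 it gave 4.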

GO analyses revealed that the differentially detected genes are members of pathways related to apoptosis-related (*Hrk*, *Srxn1*, and *Bad*) and oxidative stress–related (*Trx1*, *Grx1*, *Gsr*, *Mgst1*, and *Hmox1*; Figure 6C) signaling. 

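The apoptosis-related gene Bad, on chromosome 19 from 6941861 to 6951899 in the GENCODE M21 annotation of GRCm38, had 42.1 ± 18.9 CPM with vehicle and 17.1 ± 2.26 CPM with glutamine (SD, n = 3). Its log2 fold change was -1.30 (standard error 0.35, adjusted p = 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Srxn1, on chromosome 2 from 152105516 to 152111376, fell by 0.96 on the log2 scale (standard error 0.29, adjusted p = 0.233 from the same test). Hrk, on chromosome 5 from 118164648 to 118189478, did not pass the expression filter. It had 0, 7 and 33 counts in the vehicle libraries and 3, 3 and 2 counts in the glutamine libraries. Vehicle replicate 5 held most of its counts, the groups overlapped, and no difference between them was shown. Among the oxidative stress-related genes, Hmox1, on chromosome 8 from 75093621 to 75100589, had 93.6 ± 41.4 CPM with vehicle and 285 ± 103 CPM with glutamine (SD, n = 3), a log2 fold change of 1.61 (standard error 0.34, adjusted p = 0.163 from the same test). The log2 fold change was -0.77 for Txn1, the gene of Trx1, -0.79 for Glrx, the gene of Grx1, -1.08 for Gsr and -0.99 for Mgst1, with adjusted p-values of 0.204, 0.207, 0.163 and 0.207 from the same test. The standard errors of these 4 genes lay between 0.19 and 0.26. Apart from Hrk, every glutamine library lay on one side of every vehicle library for each of these genes, which chance gives for 10% of genes. None had an adjusted p-value below 0.05 over all genes tested in edgeR's quasi-likelihood test. Apart from Hrk, each passed with DESeq2's Wald test, with adjusted p-values from 0.000494 for Hmox1 to 0.0459 for Srxn1. In simulated libraries 19.7% of the calls of DESeq2's Wald test were unchanged genes. Of the 10 genes the paper names from this experiment, 9 were tested, and all 9 had a p-value below 0.05 when adjusted over the list alone. Because the study chose these genes on the same libraries, that count is not independent evidence. GO terms were not used here.

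**Figure D1:**
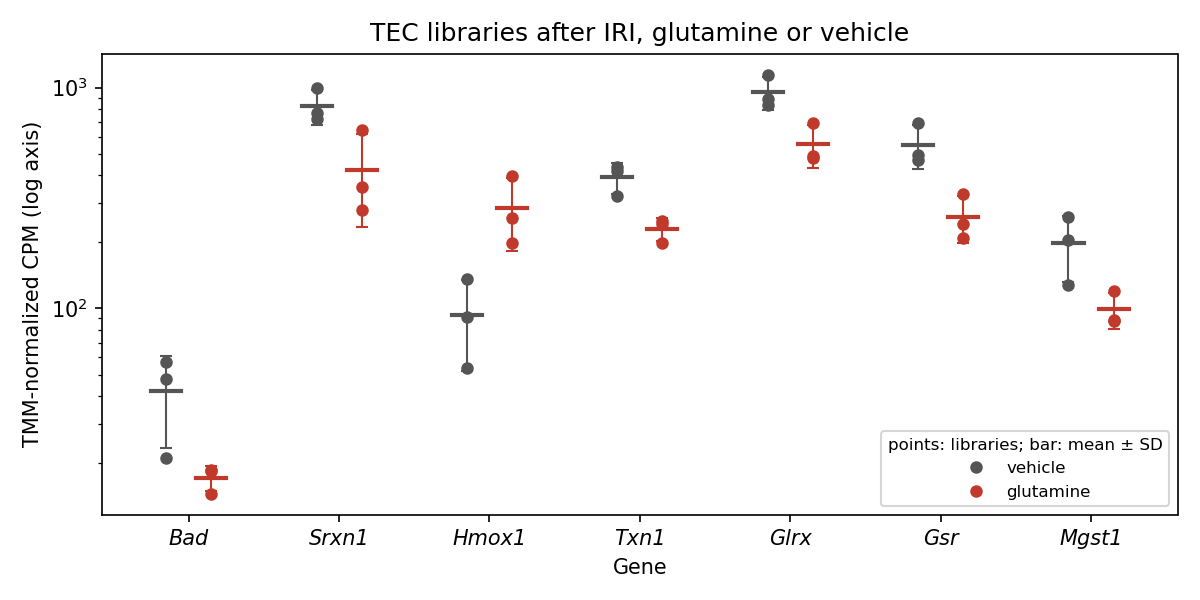
TMM-normalized CPM on a log axis for 7 genes in the 3 vehicle (grey) and 3 glutamine (red) TEC libraries; points are libraries, and bars give the mean ± SD. Hmox1 is higher and the other 6 genes are lower in all glutamine libraries than in all vehicle libraries.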

Caspase-3 activity assessment following TNF-α stimulation and hypoxia induction revealed glutamine to reduce apoptosis in TECs, thereby verifying the RNA-Seq results (Figure 6D).

To verify the glutamine-related effects on Tgm2 reflected by the proteomic analysis, we performed in vitro experiments using isolated murine TECs, treated them with glutamine in vitro, and analyzed Tgm2 levels as well as Tgm2 activity upon TNF-α stimulation (Figure 6, E–G). We found both Tgm2 levels and activity to decrease upon TNF-α stimulation, which was reversed by additional glutamine treatment. Moreover, Tgm2 inhibition completely abolished Tgm2 activity and reduced Tgm2 levels in renal TECs; further addition of glutamine had no effect in the presence of the Tgm2 inhibitor. We performed similar experiments using immortalized human kidney epithelial-1 (IHKE-1) cells in vitro. Quantification of TIMP-2 and IGFBP7 levels revealed a significant increase of both markers upon TNF-α stimulation, and this effect was ameliorated by glutamine treatment (Supplemental Figure 6A). According to the effects we observed in our murine in vivo experiments, immunoblotting of IHKE-1 cells also demonstrated upregulation of HSP70 and p-Bad and downregulation of p14-3-3ζ upon glutamine treatment in vitro (Supplemental Figure 6, B–E). These results were confirmed by immunoblotting of isolated murine TECs, where siRNA-mediated knockdown of Tgm2 reduced or even abolished the effects of glutamine on downstream signaling (Supplemental Figure 7). Thus, in total kidney tissues from IRI mice or in isolated TECs subjected to TNF-α–induced stress, glutamine treatment induced expression of Tgm2 and HSP70 to protect cells from cellular injury and apoptosis. To investigate if Tgm2 modulates HSP70 activation by a direct interaction, we performed co-immunoprecipitation with WT and Tgm2^–/–^ TECs. The analysis revealed Tgm2 interacts with HSP70 and that glutamine enhances the interaction in WT TECs (Figure 6H).

To exclude possible effects of glutamine on the investigated cell-intrinsic functions, we analyzed cell viability of TECs after incubation with glutamine and the Tgm2 inhibitor ERW041E and could not detect significant effects on survival (Supplemental Figure 8, A–C). To demonstrate TNF-α and hypoxia inducing apoptosis in TECs, we analyzed cell viability upon each treatment and found the percentage of apoptotic and necrotic cells to be increased after both stimulations (Supplemental Figure 8, D and E).

## Discussion

This study demonstrates that the administration of glutamine protects the kidney from IRI-induced AKI in vivo. Consistently, we found that the extent of renal tubular cell damage and apoptosis as well as neutrophil recruitment are significantly reduced after glutamine administration in vitro. Mechanistically, glutamine administration modulated proapoptotic c-Jun signaling in renal TECs, and the renal protective effect of glutamine was conferred by Tgm2. The role of glutamine in AKI has been studied in experimental models in the past (15). However, these older studies are rather descriptive while in this study we reveal the underlying molecular pathway by which glutamine exerts its protective effect from AKI on a comprehensive scale. We show that glutamine preserved Tgm2 levels and reduced Ask1 activation in renal TECs. Tgm2 directly interacted with HSP70, correlating with increased HSP70 levels. Both elevated HSP70 expression and reduced Ask1 phosphorylation decreased activation of the intrinsic apoptotic JNK pathway during AKI.

Our experimental findings are in accordance with previous studies investigating the impact of glutamine on inflammation and tissue damage. Several studies focusing on the beneficial effects of glutamine on immune cells investigating bacterial killing (26) or airway neutrophilia (27) further support the observed antiinflammatory effect of glutamine. Moreover, glutamine has been shown to attenuate tubular cell apoptosis (15) and to reduce renal dysfunction (16), supporting the hypothesis that glutamine has both antiinflammatory and cytoprotective properties. Specifically, our study reveals that glutamine affects both signaling pathways in renal TECs. Our results are also consistent with studies of glutamine in nephrotoxicity models in mice in that activation of HSP70 mitigates inflammation and renal neutrophil infiltration (16).

In a broad analytic approach, we analyzed the effects of glutamine on a whole-proteome scale. Our data show that glutamine treatment results in a significant upregulation of proteins that are associated with oxidative phosphorylation in mitochondria, in particular vital subunits of the NADH:ubiquinone oxidoreductase (complex I). Additionally, proteins that are part of apoptosis and oxidative stress pathways, i.e., the glutathione system and related NAD^+^ binding processes, were upregulated upon glutamine administration. Oxidative stress develops as a result of imbalance between ROS production and antioxidant defense (e.g., ROS scavenging) (28). Impaired NAD^+^ synthesis has been shown to augment the pathogenesis of AKI (29). Interestingly, in a phase I trial, enhanced NAD^+^ biosynthesis decreased the postoperative AKI incidence in cardiac surgery patients (29). Glutamine is known to be involved in the regulation of oxidative stress as it is a precursor for many antioxidative molecules, such as glutathione and NAD^+^ (10, 30–32). Hence, glutamine administration might support glutathione synthesis on the one hand and increase the NAD^+^/NADH ratio and subsequent ROS scavenging on the other hand. This is in line with previous reports describing similar effects of glutathione in an in vivo model of hepatic injury induced by paraquat (33) and of glutamine on the NAD^+^/NADH ratio in clinical trials of sickle cell disease (34). Additionally, glutamine has been shown to cause enhanced NAD^+^ accumulation (35) and NAD^+^, in turn, to exert cytoprotective effects in renal cells (36, 37).

On a cellular level, the pathogenesis of AKI involves apoptosis of renal tissue. Renal TECs are particularly vulnerable for apoptosis induction, and AKI is linked to the endogenous activation of proapoptotic signaling pathways in these cells, e.g., the Bad/Bax proapoptotic signaling pathway (38). Beyond the amelioration of oxidative stress, we also observed by using biochemical assays that glutamine administration appears to modulate apoptosis signaling pathways by downregulation of several apoptosis-related proteins, e.g., Pdcd-6 and Pdcd-10. Our results reveal glutamine to enhance intracellular Tgm2 and HSP70 expression levels, while Bad phosphorylation (Ser136) appeared increased and 14‑3‑3 phosphorylation (Thr-232) were decreased following glutamine treatment. Bad and 14-3-3 are essential components of the mitochondrion-mediated intrinsic apoptotic pathway (39, 40) and suppressors of BCL-XL and its antiapoptotic function (41). Thus, increased phosphorylation of Bad and decreased phosphorylation of 14-3-3ζ upon glutamine administration in our renal IRI model might result in reduced proapoptotic signaling in renal structures. In harmony with our current findings, HSP70 has been shown to be upregulated after glutamine administration in an in vivo model of ischemic AKI induced by glycerol injection (15). Importantly, HSP70 has been reported to protect cells from apoptosis by inactivating JNK, which prevents Bad and Bax activation in intrinsic apoptotic signaling. It has also been demonstrated that glutamine induces the expression of the antiapoptotic protein Bcl-2 in HK-2 cells, further supporting our data (14).

Our proteomic and MALDI-IMS analysis revealed that glutamine treatment significantly upregulates Tgm2, a multifunctional enzyme with Ca^2+^-dependent protein cross-linking activity and GTP-dependent G protein functions. Tgm2 has been previously reported to directly regulate heat shock responses by interacting with HSP70, which is in accordance with our own findings (42, 43). Furthermore, the observed upregulation of HSP70 by enhanced Tgm2 levels may additionally contribute to the antiapoptotic effect of glutamine on kidney cells during IRI, similar to the role of HSPs in renal protection during obstructive nephropathy (44). Although Tgm2 is known to also possess opposing roles in apoptotic processes in other scenarios (45), our data suggest Tgm2 represents an important contributor of the cytoprotective effect of glutamine supplementation. However, Tgm2 is an important enzyme with multiple effects that may be required for cell function and integrity, particularly under conditions of stress or injury. Although the protective effects of glutamine appear to require Tgm2, renal IRI itself also modulates Tgm2 levels, suggesting the effects may be indirectly caused by the metabolic benefits of glutamine. Tgm2 also catalyzes the formation of covalent bonds between peptide-bound glutamine and various primary amines, such as gamma-amino group of peptide-bound lysine, or mono- and polyamines. Thereby it may mediate the cross-linking of several proteins, and glutamine is highly necessary for this catalyzed reaction. Thus, we assume that the observed effects of glutamine on Tgm2 levels might be an additive effect of direct interaction and indirect metabolic benefits caused by glutamine.

In addition, we found Ask1 activation to be reduced upon glutamine treatment. Ask1 acts as an upstream regulator for the activation of p38 MAPK and JNK in kidney disease. Ask1 was already suggested to constitute a new therapeutic target as Ask1^–/–^ mice exhibited decreased kidney injury after IRI induction (46). Thus, active Ask1 facilitates downstream JNK signaling, resulting in progression of injury. By demonstrating Ask1 phosphorylation to be decreased after glutamine treatment, we reveal another beneficial effect of glutamine leading to diminished apoptosis.

On a transcriptional level in renal TECs, we found proapoptotic genes (*Hrk*, *Bad*) to be downregulated and cytoprotective genes (*Srxn1*, *Hmox1*) to be upregulated by glutamine treatment. Both sulfiredoxin-1 (product of *Srxn1*) and heme oxygenase-1 (product of *Hmox1*) are known for their renoprotective effects in experimental models of AKI (47, 48). Moreover, we found antioxidative genes downregulated in renal TECs treated with glutamine, showing a reduced state of oxidative stress in these cells. In addition, we further substantiate glutamine’s protective effects on oxidative stress management as we demonstrate that glutamine decreased mROS release, which are mainly produced at the electron transport chain during the oxidative phosphorylation process (49, 50). This finding is in accordance with a previous study of glutamine alleviating kidney lipid peroxides’ production in a polymicrobial sepsis mouse model induced by cecal ligation and puncture (51). 

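In the sorted TECs, the direction with glutamine was downward for Bad and Srxn1 and upward for Hmox1 in every fit that left out 1 library. The log2 fold change of Bad stayed between -1.63 and -1.02, that of Srxn1 between -1.39 and -0.74, and that of Hmox1 between 1.28 and 1.98. Srxn1 had 829 ± 150 CPM with vehicle and 425 ± 190 CPM with glutamine (SD, n = 3). For Hrk, a fit without the expression filter gave a log2 fold change of -1.79 (adjusted p = 0.567 from edgeR's quasi-likelihood test), and the counts of the groups overlapped. A list of genes of intrinsic apoptosis, of which 20 were tested, had 16 lower and 4 higher genes and a median log2 fold change of -0.10. Its adjusted p-value was 0.0374 in camera, a gene set test with a preset correlation between genes, 0.0458 in fry and 0.303 in camera with an estimated correlation. In edgeR's quasi-likelihood test, 0 of these 20 genes had a p-value below 0.05 when adjusted over the list alone. Adjusted over all genes tested by edgeR there were 0, and unadjusted there were 4.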

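A list of 30 targets of the antioxidant regulator NRF2 had a median log2 fold change of -0.58 in TECs, with 26 genes lower and 4 higher with glutamine. Its adjusted p-value was 3.32e-10 in camera, 0.0595 in fry and 0.172 in camera with an estimated correlation, so that the call held only under the preset correlation. In edgeR's quasi-likelihood test, 15 of the 30 genes had a p-value below 0.05 when adjusted over the list alone. Adjusted over all genes tested by edgeR there were 0, and unadjusted there were 20. Table S2 holds 9 of the 30 genes, so these 9 are not independent of the study's choice. Of the other 21 genes, 18 were lower, with a median log2 fold change of -0.47. From lower antioxidative genes, the paper concludes that these cells were in a reduced state of oxidative stress. It adds a lower mROS release with glutamine as further evidence, a measure not examined here.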

Beyond the reduced mROS production, we provide evidence that glutamine ameliorates maximal mitochondrial respiration and a consequent elevated reserve capacity of TECs upon hypoxia. This value specifies the capability of the cell to respond to an energetic demand and serves as an indicator of cell fitness or flexibility. This is in line with our proteomic analysis that revealed mitochondrial oxidative phosphorylation to be affected by glutamine and further stresses the protective effects of glutamine on renal tissue and functionality upon ischemic insults during cardiac surgeries and a subsequent AKI progression.

The IRI model used in this study is highly comparable to patients who undergo cardiac surgery with the use of cardiopulmonary bypass. These patients are prone to developing AKI as the implementation of cardiopulmonary bypass itself decreases the renal perfusion and exposes the renal parenchyma to reduced oxygen tension, which contributes to renal IRI (52). Thus, our results here remarkably suggest glutamine as a therapeutic drug that might be used in patients 4 hours after cardiac surgery, the earliest time point AKI development may be clinically predicted by renal AKI biomarker assessment such as [TIMP-2]*[IGFBP7].

In conclusion, we demonstrate that glutamine attenuates AKI and tissue damage following renal IRI by directly supporting antiapoptotic signaling pathways increasing renal resistance against tubular cell injury on the one hand and reducing neutrophil infiltration and activation on the other hand. Thus, we here provide important evidence for the therapeutic potential of this already clinically available drug in surgical patients at risk for the development of AKI.

## Methods

### Mice.

We used 8- to 12-week-old C57BL/6J (obtained from Jackson Laboratories), Tgm2^–/–^ (53), and Tgm2^fl/fl^ sGLT2^cre+^ male mice, which were kept under specific pathogen–free conditions. All mice had ad libitum access to food and water and were maintained with a 12-hour light/12-hour dark cycle. Animals were randomly assigned to *n* = 3–8 mice/group per experiment, except where indicated otherwise, and data represent at least 3 independent experiments throughout.

### Renal IRI.

The IRI model has been described previously (54). In brief, mice were anesthetized by intraperitoneal administration of ketamine (100 μg/g bw) and xylazine (10 μg/g bw) and were placed on a heating pad to maintain body temperature. In animals undergoing IRI, both renal pedicles were clamped off for 35 minutes with hemostatic micro clips. After clamp removal, kidneys were checked for a change in color to ensure reperfusion. In sham controls the surgical procedure was identical except that no clamps were applied. Incisions were closed in 2 layers and the mice were kept in metabolic cages to quantify urinary excretion. Glutamine [N(2)-L-Alanyl-L-Glutamin; Dipeptiven; Fresenius Kabi Deutschland GmbH, 200 mg/mL concentrate for reconstitution] was reconstituted in 0.9% physiologic saline solution and administered intravenously (0.5 g/kg bw in 200 μL). 0.5 g/kg bw represents the specified and suggested maximum dose per day. As a control 0.9% physiologic saline solution was applied. Mice were euthanized after 4 hours, 12 hours, or 24 hours, respectively; blood samples were taken by heart puncture; and kidneys were harvested.

### Flow cytometry and FACS strategies.

Flow cytometry was performed to assess neutrophil recruitment to the kidney (FACSCanto 2; BD Biosciences) based upon the expression of CD45 (clone 30-F11, BioLegend, 103132), GR-1 (clone RB6-8C5, purified from hybridoma supernatant), and Ly6B.2 (clone 7/4, Bio-Rad, MCA771G). Isotype controls were employed to account for nonspecific antibody binding. Anti-mouse GR-1 antibody was purified from supernatant of the GR-1 hybridoma (ATCC) and fluorescently labeled with an F(ab)-based staining kit following manufacturer’s instructions (Alexa Fluor 633, Invitrogen).

For bulk RNA-Seq analysis, renal TECs were FACS-sorted from kidney tissue of mice treated with glutamine or saline after IRI induction, based upon the expression of CD45^–^Prominin-1^+^ (clone: MB9-3GB, Miltenyi Biotec, 130-102.197).

### Protein extraction and Western blot.

Kidneys were homogenized in lysis buffer (10 mM sodium orthovanadate, 200 μM PMSF, 20 μM leupeptin, and 0.15 μM pepstatin). IHKE-1 cells (gift from G Ciarimboli, Internal Medicine D, University Hospital Münster, Münster, Germany) (55) and isolated proximal TECs were lysed in Homburg lysis buffer (10 mM Tris/HCl pH 7.5, 10 mM NaCl, 0.1 mM EDTA, 0.5% Triton X-100, 20 mM NaN_3_, 1 mM PMSF, 1 mM sodium orthovanadate). Protein concentrations were determined using a bicinchoninic acid kit (Pierce BCA Protein Assay Kit, Thermo Fisher Scientific). Equal amounts of kidney and IHKE-1 cell lysates (30 μg protein) as well as TEC lysates (5 μg protein) were subjected to Western blotting according to standard procedures (Bio-Rad, Mini-PROTEAN Tetra Cell System). Membranes were blocked in TBS-Tween (TBST) + 5% BSA for 1 hour at room temperature before being probed with primary antibodies at 4°C overnight (anti–Tgm2 [D11A6], Cell Signaling Technology [CST], 3557; anti-HSP70, CST, 4872; anti–p38 MAPK, CST, 9212; anti 14-3-3ζ, AAT Bioquest, 8C12007; anti–phospho-14-3-3ζ Thr232, Invitrogen, PA5-38398, anti–Bad D24A9; CST, 9239; anti–phospho-Bad Ser136 D25H8, CST, 4366; anti–β-actin, CST, 4967; anti–caspase-3, CST 9662; anti–phospho-c-Jun [Ser73] 9164, anti-ASK1 [EP553Y], Abcam ab45178; anti–phospho-Ask1 [Thr845], Thermo Fisher Scientific BS-3031R; anti-Vinculin, CST 4650; anti–α-Tubulin, MilliporeSigma, T6074; anti-Akt, CST 4691; anti–phospho-Akt [Ser473], CST 4058; PI3K, CST 4255); washed 3 times in TBST for 10 minutes; and incubated with HRP-linked secondary antibody (anti-rabbit antibody, CST, 7074) for 1 hours at room temperature. Chemiluminescence signals were recorded on Amersham Hyperfilm ECL films (GE Healthcare, now Cytiva). Densitometric quantification was performed using ImageJ software (NIH).

### Immunoprecipitation.

Isolated TECs were lysed in a buffer containing 1× TBS, 0.01% NP-40, 200 μM PMSF, cOmplete inhibitor (Roche, 11697498001), 50 mM sodium fluoride, 2 mM sodium orthovanadate, and 30 mM sodium pyrophosphate. Immunoprecipitation was performed with 0.14 μg HSP70 antibody (CST, 4872) overnight at 4°C rotating. Protein G beads (MilliporeSigma, P3296) were added for 3 hours at 4°C rotating before 3× sample buffer was added and samples were boiled at 95°C for 10 minutes. Supernatants were analyzed by Western blot.

### Creatinine, urea nitrogen, and Tgm2 activity.

Plasma and urine creatinine as well as urea nitrogen levels were determined by using a creatinine assay (Diazyme) and a urea nitrogen (BUN) Colorimetric Detection Kit (Invitrogen, EIABUN) according to the manufacturer’s protocols. Tgm2 activity in kidneys was measured using a colorimetric assay (Transglutaminase 2 Assay Kit, Novus Biologicals, NBP1-37008) following the manufacturer’s directions.

### In vivo and in vitro inhibition of transglutaminase activity.

WT mice were subjected to IRI or sham surgery. In addition to glutamine or saline exposure, mice were treated with the Tgm2 inhibitor ERW1041E (25 mg/g) or control (DMSO 10%), respectively, by an intravenous injection. At 12 hours after IRI or sham induction, mice were euthanized, blood samples were taken by heart puncture, and kidneys were harvested. One kidney was used to assess neutrophil recruitment via flow cytometry while the other one was homogenized by a tissue douncer in lysis buffer for Tgm2 activity detection.

Renal proximal TECs were isolated as previously described (56). Briefly, kidneys were harvested and subjected to mechanical and enzymatic dissociation by using collagenase type II enzyme (Worthington Biochemical) for digestion. TECs were then isolated by magnetic separation based on magnetic microbeads conjugated with an anti–prominin-1 antibody that specifically targets the proximal tubules. TECs were cultivated on cell culture dishes and maintained in renal epithelial cell growth medium supplemented with growth factors (Lonza, CC-3191, CC-4127) at 37°C in 5% CO_2_. The purification rate was 91.7% (Supplemental Figure 3A). TECs were preincubated with 0.0083 g/mL glutamine or saline, respectively for 2 hours. Tgm2 inhibitor ERW1041E (25 μM) or DMSO was added for a 1-hour incubation. Cells were washed, lysed, and used for Western blot analysis as well as Tgm2 activity measurement.

### siRNA-mediated KD induction.

The ON-TARGETplus nontargeting siRNA control pool and Tgm2 and Ask1 ON-TARGETplus siRNAs were purchased from Horizon by Dharmacon. On 24-well plates seeded isolated murine TECs were 60% to 80% confluent on the day of transfection. The siRNAs were transfected using Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific, 13778030) according to manufacturer protocol. Briefly, the siRNA duplex solution (10 nM) was added to the diluted transfection reagent in a 1:1 ratio and incubated for 10 minutes at room temperature. Subsequently, the 50 μL of the mixture was added to each well containing cells and medium. After 30 hours of incubation at 37°C and 5% CO_2_, cells were subjected to glutamine or saline treatment and TNF-α stimulation for 2 hours. Protein expression levels and phosphorylation were analyzed by Western blot.

### ELISA.

The plasma and urine levels of mediators and biomarkers (IL-10, TNF-α, IL-6, CXCL1, CXCL2, HMGB1, IGFBP7, TIMP-2, NGAL, L-FABP, and PCX) were analyzed using commercial available ELISA kits (Mouse IL-10 Quantikine ELISA Kit, R&D Systems, M1000B; Mouse TNFα Quantikine ELISA Kit, R&D Systems, MTA00B; Mouse IL-6 Quantikine ELISA Kit, R&D Systems, M6000B; Mouse CXCL1/KC Quantikine ELISA Kit, R&D Systems, MKC00B; Mouse CXCL2/MIP2 Quantikine ELISA Kit, R&D Systems, MM200; HMGB1 ELISA, IBL-International, ST51011; IGFBP7 ELISA Kit, Antikörper-Online, ABIN816449, Mouse TIMP-2 DuoSet ELISA, R&D Systems, DY6304-05, Mouse Lipocalin-2/NGAL Quantikine ELISA Kit, R&D Systems, MLCN20, Mouse/Rat FABP1/L-FABP Quantikine ELISA Kit, R&D Systems, RFBP10: PODXL ELISA Kit Mouse, Aviva Systems Biology, OKEH03213). The ELISA plates were quantitatively analyzed on a BioTek Synergy 2 plate reader.

### IHC.

Isolated kidneys were fixed in 4% formaldehyde, embedded in paraffin, and sectioned at 2 μm for H&E, TUNEL, and IHC staining. TUNEL staining was performed with the DeadEnd Colorimetric TUNEL system (G7130, Promega) strictly according to the manufacturer’s instructions. Apoptotic cells in cortex and medulla tissue were quantified in a blinded fashion by reviewing 10 visual fields for each slide to show differences in apoptosis by illustrating the results as apoptotic cells/field. Percentage of apoptotic cells were calculated according to positive and negative control cell counts.

### Renal tubular injury score.

Tubular injury was scored by estimating the percentage of tubules in the cortex or the outer medulla that showed epithelial necrosis or had luminal necrotic debris and tubular dilatation as follows: 0 = none; 1 = <5%; 2 = 5%–30%; 3 = 31%–75%; and 4 = >75%. For each slide, at least 10 fields were reviewed at an original magnification of ×200 (DM5500B; Leica Biosystems). Histopathological scoring of H&E staining was performed by a renal pathologist blinded to the conditions.

### Measurement of mitochondrial respiration.

For mitochondrial respiration assessment in TECs oxygen consumption rate, measurements were performed by employing XF_p_ Seahorse extracellular flux analyzer (Agilent). A monolayer of renal tubular epithelial cells (0.5 × 10^5^ TECs per well) was seeded on a Seahorse miniplate and grown for 24 hours at 37°C and 5% CO_2_ until confluent. To induce cell stress, glutamine- or saline-treated TECs were incubated for 18 hours at 37°C either under hypoxic conditions (1% O_2_) or TNF-α stimulation. Oxygen consumption was blocked by oligomycin (1.5 μM), an ATP synthase inhibitor; the ionophore FCCP assayed maximal respiratory capacity of mitochondria, whereas rotenone plus antimycin A (3 μM), a mitochondrial inhibitor, was used to block mitochondrial respiration. Three independent experiments were performed, and 3 technical replicates per experiment were measured to calculate the mean ± SEM for each time point.

### Measurement of mitochondrial functionality and reduction-oxidation status.

Confluent TECs seeded on 96-well plates were treated with glutamine and incubated for 24 hours at 37°C either under hypoxic conditions (1% O_2_) or while exposed to TNF-α. Functionality assays were performed according to the manufacturer’s instructions. To examine changes in the mitochondrial membrane potential, the TMRE-Mitochondrial Membrane Potential Assay Kit (Abcam, ab113852) was used, and TMRE-positive cells were analyzed by a microplate reader (excitation/emission [Ex/Em] 548/575 nm). Mitochondrial superoxide production of glutamine- or saline-treated TECs after stimulation was assessed by using the MitoSOX Red reagent (Invitrogen, M36008), which oxidizes in the presence of superoxide and generates a fluorescence signal that was analyzed by a microplate reader (Ex/Em 510/580 nm). To analyze NO_2_^–^ formation, the colorimetric Griess Reagent System was implemented (Promega, G2930), which is based on the chemical reaction employing sulfanilamide and N-(1-Naphthyl)ethylenediamine dihydrochloride under acidic conditions that was measured in the microplate reader at 520 nm. Confluent TECs seeded on 6-well plates were treated as previously described. Kidneys isolated from mice that underwent sham or IRI surgery treated with glutamine or saline were homogenized in PBS by a tissue douncer and centrifuged at 10,000*g* for 5 minutes at 4°C. The supernatant was used for Griess assay. NAD/NADH ratios and ATP concentrations of isolated kidneys were measured using colorimetric assays (NAD/NADH Assay Kit, Abcam, ab65348, ATP Assay Kit, Abcam, ab83355).

### Measurement of caspase-3 activity.

The activity of caspase-3 was assessed using a Caspase-3 Colorimetric Assay kit (Caspase-3 Assay Kit, Abcam, ab39401), which is based on the spectrophotometric detection of the color reporter molecule p-nitroaniline (pNA) following cleavage from the labeled substrate DEVD-pNA (caspase-3) as an index. TECs were treated with glutamine or saline and stimulated with either TNF-α or hypoxia induction for 18 hours before caspase-3 activity was detected. Kidneys isolated from mice that underwent sham or IRI surgery treated with glutamine or saline were homogenized in caspase-3 lysis buffer using a tissue douncer and centrifuged at 10,000*g* for 5 minutes at 4°C. Caspase-3 activity was detected in the supernatant.

### RNA-Seq analysis.

RNA was extracted from the sorted cells using an RNeasy Mini Kit (QIAGEN). Isolated RNA samples were converted into cDNA by reverse transcription. PCR products were purified; libraries were constructed and sequenced to 50 bp. The differential expression analysis was carried out by DESeq2 (57) on the gene-level counts.

Additional experimental procedures and methods are described in the Supplemental Methods.

### Mass spectrometry.

Kidneys were removed 24 hours after IRI induction and homogenized in lysis buffer (2% Triton X-100, MilliporeSigma, X100; 0.1× HALT Protease Inhibitor, Thermo Fisher Scientific, 78429; 10 IE/mL heparin, Ratiopharm; 0.1 M 6-aminocaproic acid, MilliporeSigma, A2504; 5 mM EDTA, MilliporeSigma, EDS; pH 7.4). Kidney homogenates were resuspended in urea buffer (6 M urea, 2 M thiourea in 10 mM Tris pH 8.0) and equal amounts were purified using SDS-PAGE (Invitrogen). Coomassie-stained gel pieces were excised and in-gel–digested using trypsin as described previously (58). Extracted peptides were desalted using C18 StageTips (59) and subjected to liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis. LC-MS/MS analyses were performed on an Easy nano-LC (Thermo Fisher Scientific) coupled to an LTQ Orbitrap Elite (Thermo Fisher Scientific) as described elsewhere (60). Label-free quantification (LFQ) protein intensities were used for relative protein quantification analysis. Statistical analysis was done with Perseus 1.5.0.15 using *P* value of 0.05 and taking also those proteins in the calculation that did not have LFQ intensity in all 4 samples, but in 3 or 2. This gave us approximately 1,500 proteins to calculate the statistics. The majority of the significantly changing proteins are of a low intensity and are on the border of not being significant. Only several proteins with high intensity also express a high fold change.

### MALDI-IMS.

Kidney organ sections were dewaxed, tryptically digested, and coated with matrix (α-cyano-4-hydroxycinnamic acid, Bruker Daltonics) for the MALDI TOF/TOF measurement with a sprayer for MALDI imaging (HTX TM-Sprayer: TMSP-M3, HTX Technologies). MALDI-IMS was performed using the Rapiflex (Bruker Daltonics). Experimental mass spectrometric data were compared with calculated peptide masses for each entry in the sequence database.

Additional experimental procedures and data processing are described in the Supplemental Methods.

### Renal ultrasound.

Ultrasound measurements were performed on a Vevo 2100 ultrasound system (FUJIFILM VisualSonics) at 40 MHz using a high-resolution transducer (MS550D) for vascular imaging in mice. After real-time acquisition of the pulse wave velocity, the peak systolic velocity and the lowest diastolic velocity of the blood flow of the *A. renalis* was calculated at baseline conditions as well as 4 hours and 24 hours after IRI induction. The following formula was used to calculate the renal arterial resistivity index: RI = (peak systolic velocity – lowest diastolic velocity)/peak systolic velocity.

### Study limitation.

This study has the limitation that sex as a biological variable was not considered, as we only used male mice for their enhanced injury and their stable creatinine levels in the used IRI model.

### Data availability.

The transcriptomic data in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible through accession GSE188628. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the data set identifier PXD029723. All original data are accessible through the corresponding author upon reasonable request.

### Statistics.

All statistical calculations were performed using the GraphPad Prism software (version 6). Data distribution was assessed using Kolmogorov-Smirnov test or Shapiro-Wilk test; differences between groups were analyzed using the Wilcoxon test or *t* test as appropriate. More than 2 groups were compared using 1-way ANOVA followed by Bonferroni correction. Time course curves were compared using 2-way ANOVA followed by Bonferroni correction. All data are represented in means ± SEM. A *P* < 0.05 was considered as statistically significant.

### Study approval.

All animal experiments were performed in accordance with institutional and federal guidelines and approved by the institutional review board (Landesamt für Natur-, Umwelt- und Verbraucherschutz Nordrhein-Westfalen, Recklinghausen, Germany).

## Author contributions

KT, LZ, NL, MK, CL, KH, SM, AM, AV, RH, JH, and MM performed experiments and analyzed data. TS, TT, and VJ analyzed data. KT, DV, J Roth, MAS, J Rossaint, and AZ interpreted data. LZ, JAK, and CAL contributed to writing the manuscript. MAS, J Rossaint, and AZ designed the study. MW gave input on previous experimental and clinical findings with glutamine. J Rossaint and AZ supervised the study.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
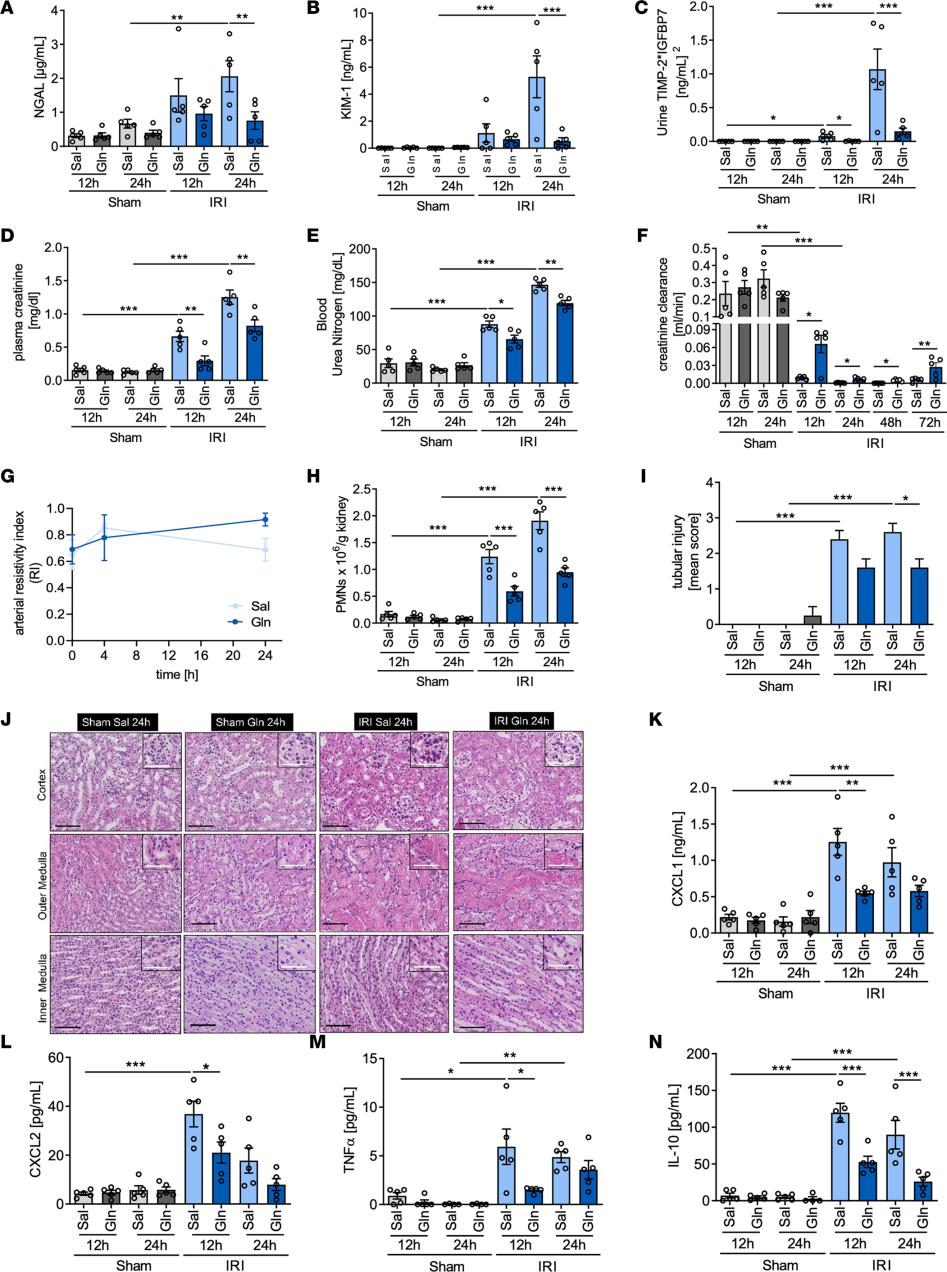
Glutamine administration attenuates kidney damage and improves kidney function during IRI-induced AKI. WT mice were subjected to sham or IRI surgery and received glutamine or saline 4 hours after reperfusion. The levels of urinary protein biomarkers specific for different parts of the kidney nephron were assessed by ELISA for all time points. NGAL (**A**, *n* = 5) represents the distal tubule function; KIM-1 (**B**, *n* = 5) represents the functionality of proximal tubules. TIMP-2 and IGFBP7 (**C**, *n* = 5) are biomarkers of G_1_ cell cycle arrest correlating with renal tubular cell stress. Plasma creatinine (**D**, *n* = 5) as well as blood urea nitrogen levels were measured (**E**, *n* = 5). Creatinine clearance was calculated 12 and 24 hours after the procedure (**F**, *n* = 5). Renal blood flow was analyzed in the *Arteria renalis* (*A*. *renalis*) at baseline conditions, 4 hours and 24 hours after IRI induction (**G**, *n* = 3; mean + SD). Neutrophil recruitment into the kidney was analyzed by flow cytometry (**H**, *n* = 5). After performance of H&E staining of paraffin-embedded sections 1 tissue section per mouse was scored to identify tissue damage (**I**, tubular injury score; **J**, representative H&E staining, *n* = 5). Black scale bar: 100 μm; white scale bar: 50 μm. The plasma levels of CXCL1 (**K**), CXCL2 (**L**), TNF-α (**M**), and IL-10 (**N**) were analyzed by ELISA (*n* = 5; mean ± SEM; 1-way ANOVA *P < 0.05; **P < 0.005; ***P < 0.001).

**Figure 2:**
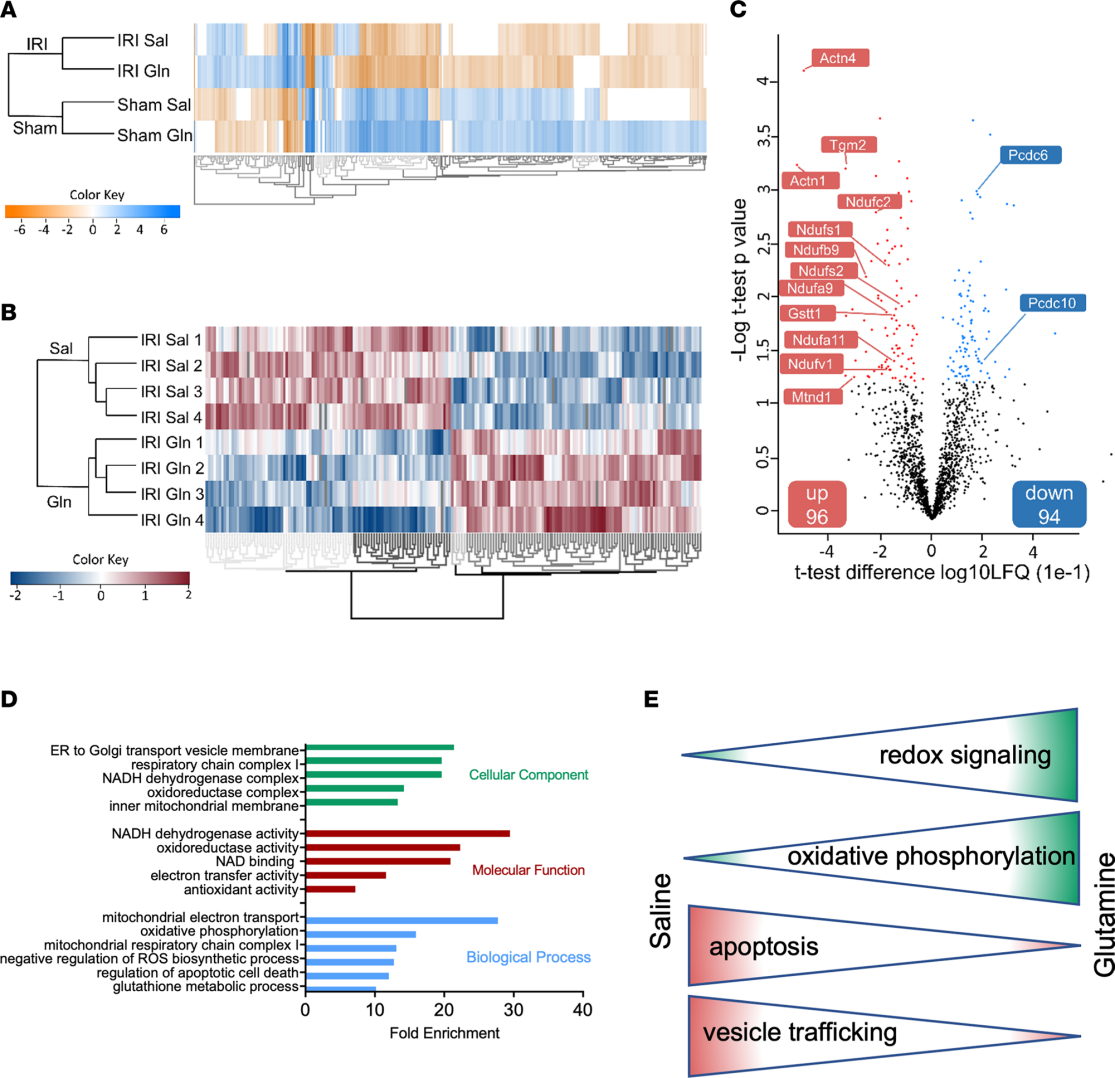
Glutamine affects reduction-oxidation capacity, NAD metabolism, and apoptotic processes. WT mice were subjected to sham or IRI surgery and received glutamine or saline 15 minutes after reperfusion. Kidneys were collected and homogenized 24 hours after IRI induction. Mass spectrometric label-free quantification was performed in order to identify alteration in protein expression levels as a result of glutamine treatment. A hierarchical clustering heatmap indicates differentially expressed genes (rows) between the respective sham and IRI groups (**A**, *n* = 4). Further analysis of 4 kidney homogenates of glutamine-treated mice and saline-treated mice after IRI induction revealed the effect of glutamine on renal protein expression. Red indicates upregulation and blue indicates downregulation (**B**, *n* = 4). Volcano plots generated to compare glutamine versus saline treatment after IRI induction reveal 190 proteins to be significantly differentially expressed (**C**, *n* = 4). Among these proteins, 96 proteins were significantly elevated due to glutamine treatment (indicated by red dots), whereas 94 proteins were significantly decreased (indicated by blue dots). GO terms representing molecular function are presented in red, cellular component in green, and biological processes in blue (**D**; Fisher’s exact test, *P* value < 0.05; only significantly modulated GO terms are displayed). (**E**) Schematic illustration of signaling pathways in renal TECs affected by glutamine treatment.

**Figure 3:**
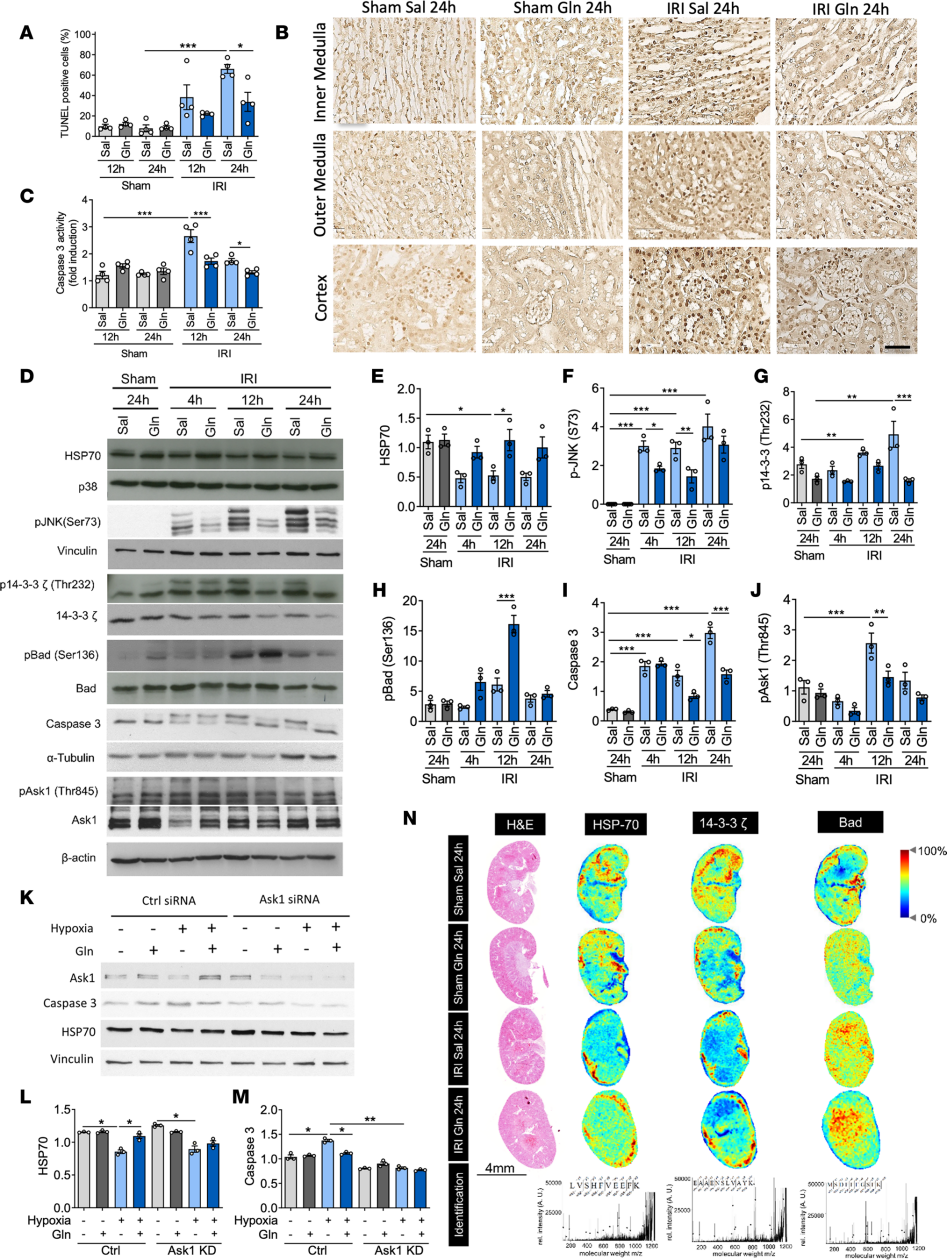
Glutamine administration functionally attenuates renal tubular cell apoptosis. WT mice were subjected to sham or IRI surgery and received glutamine or saline. Paraffin-embedded tissue sections were prepared and TUNEL staining was performed (**A**, TUNEL-positive cells [%]; **B**, representative TUNEL-stained cortex and medulla tissue) (*n* = 4; scale bar: 50 μm). Caspase-3 activity was detected in kidney lysates (**C**, *n* = 4). Western blotting was performed to assess the expression level of HSP70 (**D** and **E**), p-JNK (**D** and **F**), 14-3-3ζ and p–14‑3‑3ζ (Thr232) (**D** and **G**), Bad and p-Bad (Ser136) (**D** and **H**), caspase-3 (**D** and **I**), as well as apoptosis signal-regulating kinase (Ask1) and p-Ask1 (**D** and **J**). TECs were transfected with Ask1 siRNA and control siRNA using the Lipofectamine RNAiMAX Reagent. Knockdown efficiency determined by Western blot analysis was ~10% protein expression. Transfected TECs were treated with glutamine or saline, then subjected to hypoxia. TEC lysates were analyzed by Western blotting to assess the expression levels of HSP70 (**K** and **L**, *n* = 3) and caspase-3 (**K** and **M**, *n* = 3). MALDI imaging mass spectrometry (MALDI-IMS) of kidney sections was performed to analyze protein distribution of HSP70, 14-3-3ζ, and Bad (**N**). The scale represents the relative intensity of the protein (*m/z*, mass-to-charge ratio). Mean ± SEM, 1-way ANOVA *P < 0.05; **P < 0.005; ***P < 0.001.

**Figure 4:**
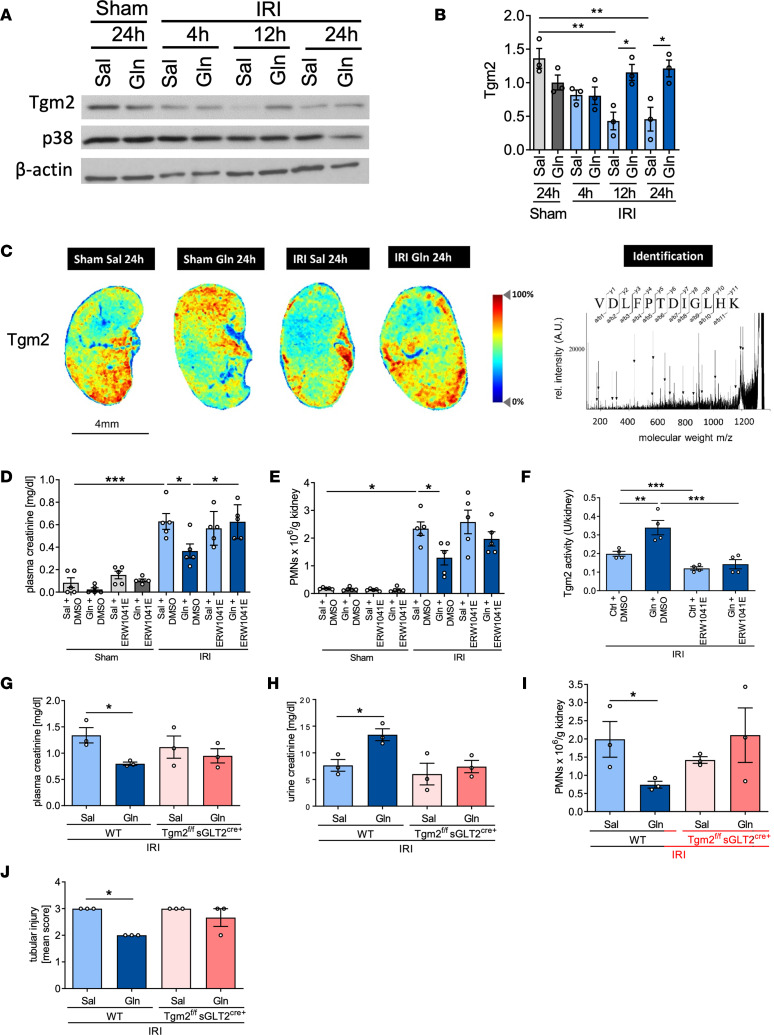
Glutamine improves kidney function upon IRI by modulating Tgm2-HSP70 interaction. WT mice were subjected to sham or IRI surgery and received glutamine or saline. Western blotting was performed to assess the expression of Tgm2 levels (**A** and **B**). MALDI-IMS of kidney sections was performed in order to analyze Tgm2 distribution (**C**). In addition to glutamine or saline exposure, mice obtained Tgm2 inhibitor ERW1041E or DMSO as vehicle control by an intravenous injection (**D**–**F**). Plasma creatinine levels (**D**, *n* = 5) and neutrophil recruitment into the kidney (**E**, *n* = 5) as well as Tgm2 activity in kidneys (**F**, *n* = 4) were determined 12 hours after IRI induction. WT and conditional Tgm2-KO mice (Tgm2^fl/fl^ sGLT2^cre+^) were subjected to IRI surgery. Plasma (**G**, *n* = 3) and urine creatinine (**H**, *n* = 3) as well as neutrophil recruitment (**I**, *n* = 3) and the renal tubular injury score (**J**, *n* = 3) were assessed 24 hours after IRI. Mean ± SEM, 1-way ANOVA *P < 0.05; **P < 0.005; ***P < 0.001.

**Figure 5:**
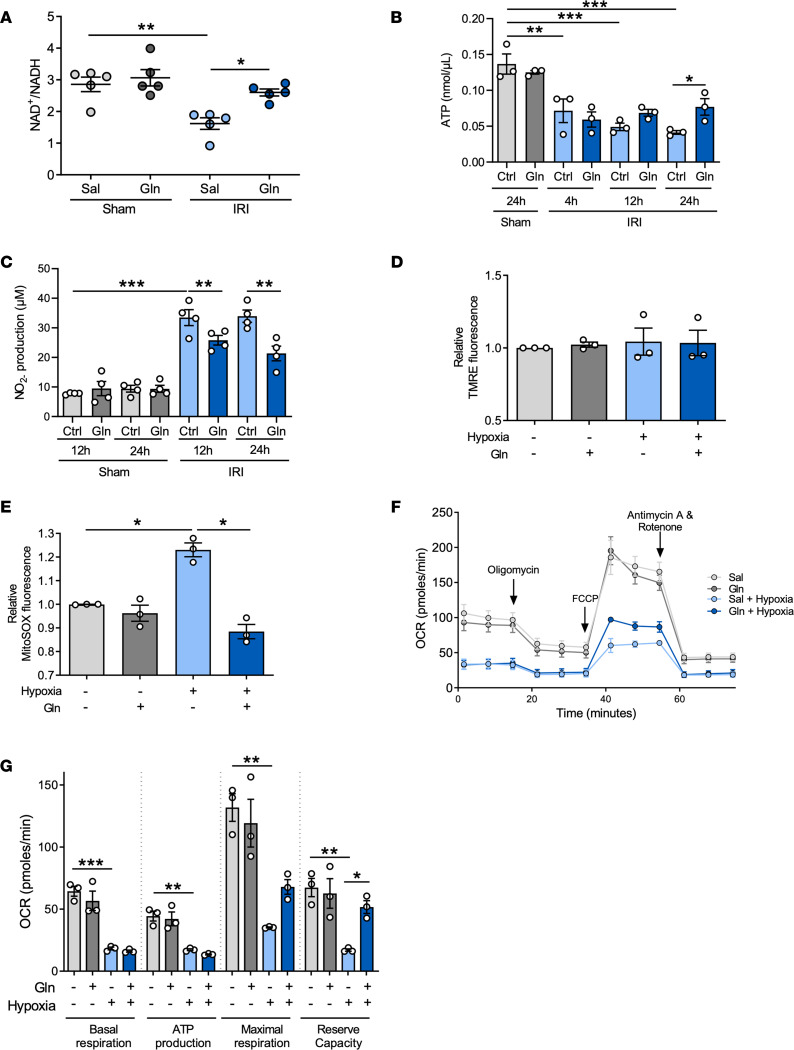
Glutamine supports mitochondrial respiration during oxidative stress. WT mice were subjected to sham or IRI surgery and received glutamine or saline. NAD^+^/NADH ratio (**A**, *n* = 5), ATP concentration (**B**, *n* = 3), and NO_2_^–^ concentration (**C**, *n* = 4) were detected in kidney suspensions 24 hours after IRI by colorimetric assays. TECs were treated with glutamine or saline and subsequently subjected to hypoxic (1% O_2_) conditions for 24 hours. The mitochondrial membrane potential was assessed by TMRE fluorescence detection (**D**, *n* = 3). Mitochondrial ROS production was detected to assess oxidative stress (**E**, *n* = 3). Mitochondrial respiration was assessed using the Seahorse XF24 Flux Analyzer. The oxygen consumption rate (OCR) to analyze mitochondrial respiration was measured using the Mito Stress Kit (**F** and **G**; *n* = 3). Mean ± SEM; 1-way ANOVA. *P < 0.05; **P < 0.005; ***P < 0.001. FCCP, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone.

**Figure 6:**
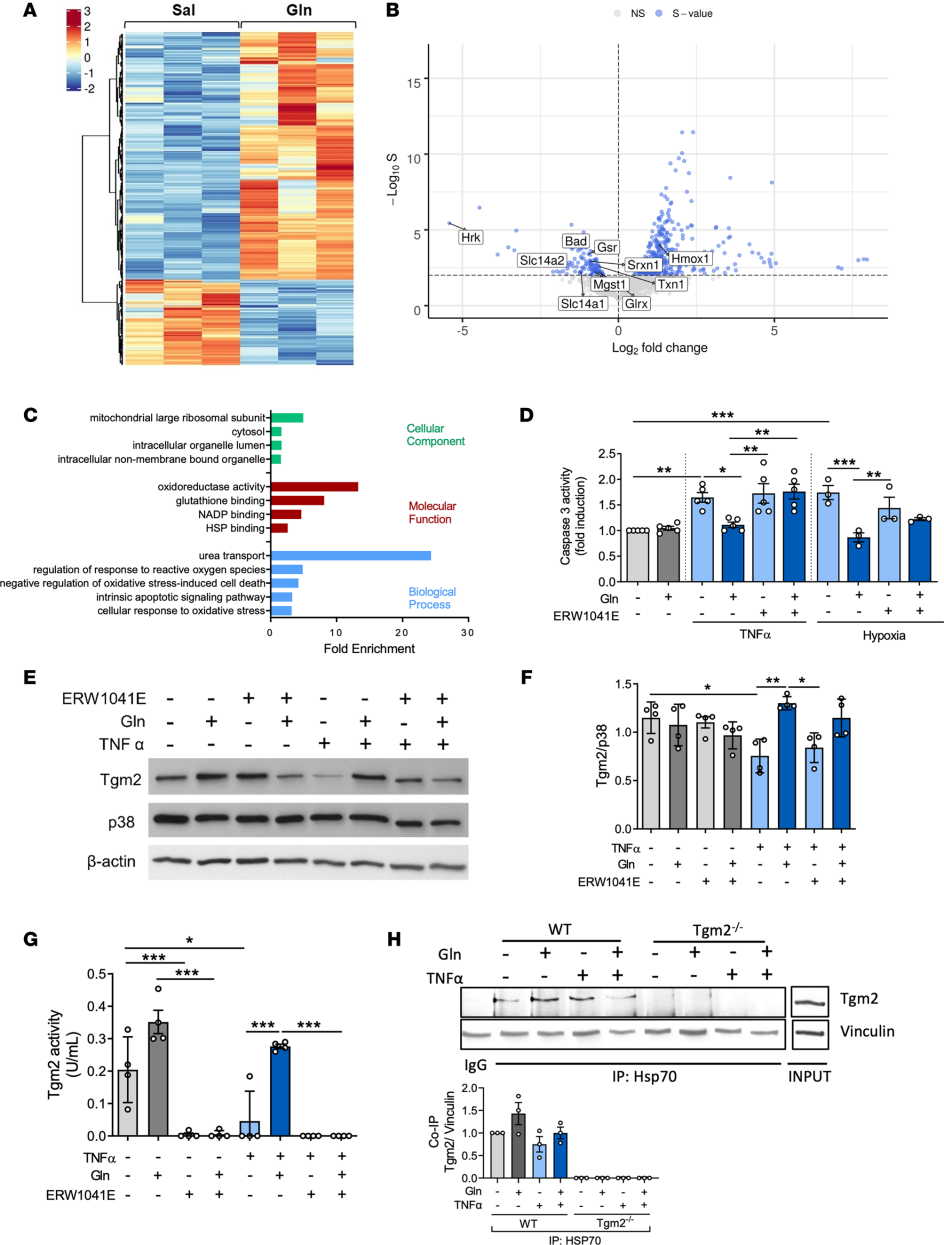
Glutamine affects the expression of apoptosis- and oxidative stress–related proteins in renal TECs on the transcriptional and proteomic level. TECs were identified in kidney homogenates by FACS based on the cell-specific marker prominin-1. RNA was isolated and sequenced. Hierarchical clustering heatmaps of RNA-Seq indicate differentially expressed genes (rows) between TECs of glutamine-treated mice after IRI and glutamine treatment compared with vehicle control (**A**, *n* = 3). Blue color indicates downregulation and red color indicates upregulation. Volcano plots generated to compare glutamine versus saline treatment after IRI induction identify 481 differently expressed genes in renal TECs (**B**). GO pathway enrichment analyses specify the fold enrichment of the transcriptome sequencing relative to the *Mus* *musculus* genome in TECs (**C**). GO terms representing molecular function are presented in red, cellular component in green, and biological processes in blue (Fisher’s exact test, *P* value < 0.05). TECs were isolated from murine kidneys and exposed to TNF-α for 18 hours or hypoxia for 24 hours. Additionally, TECs were treated with glutamine or saline as well as Tgm2 inhibitor ERW1041E or vehicle control, respectively. Caspase-3 activity was detected after TNF-α (*n* = 5) or hypoxia stimulation (*n* = 3, **D**), and Tgm2 levels were determined by Western blotting (**E** and **F**). Tgm2 activity in kidneys was assessed (**G**, *n* = 4). Immuno- and coimmunoprecipitated proteins were separated by SDS-PAGE and blotted using the indicated antibodies. Whole-cell lysate (INPUT) was used as protein control (**H**, *n* = 3). Mean ± SEM; 1-way ANOVA *P < 0.05; **P < 0.005; ***P < 0.001.

# Supplementary material for: Glutamine prevents acute kidney injury by modulating oxidative stress and apoptosis in tubular epithelial cells
**Source:** JCI Insight. 2022 Nov 8;7(21):e163161. doi: 10.1172/jci.insight.163161
**Supplement:** Supplemental data

Supplementary Figures

Figure S1

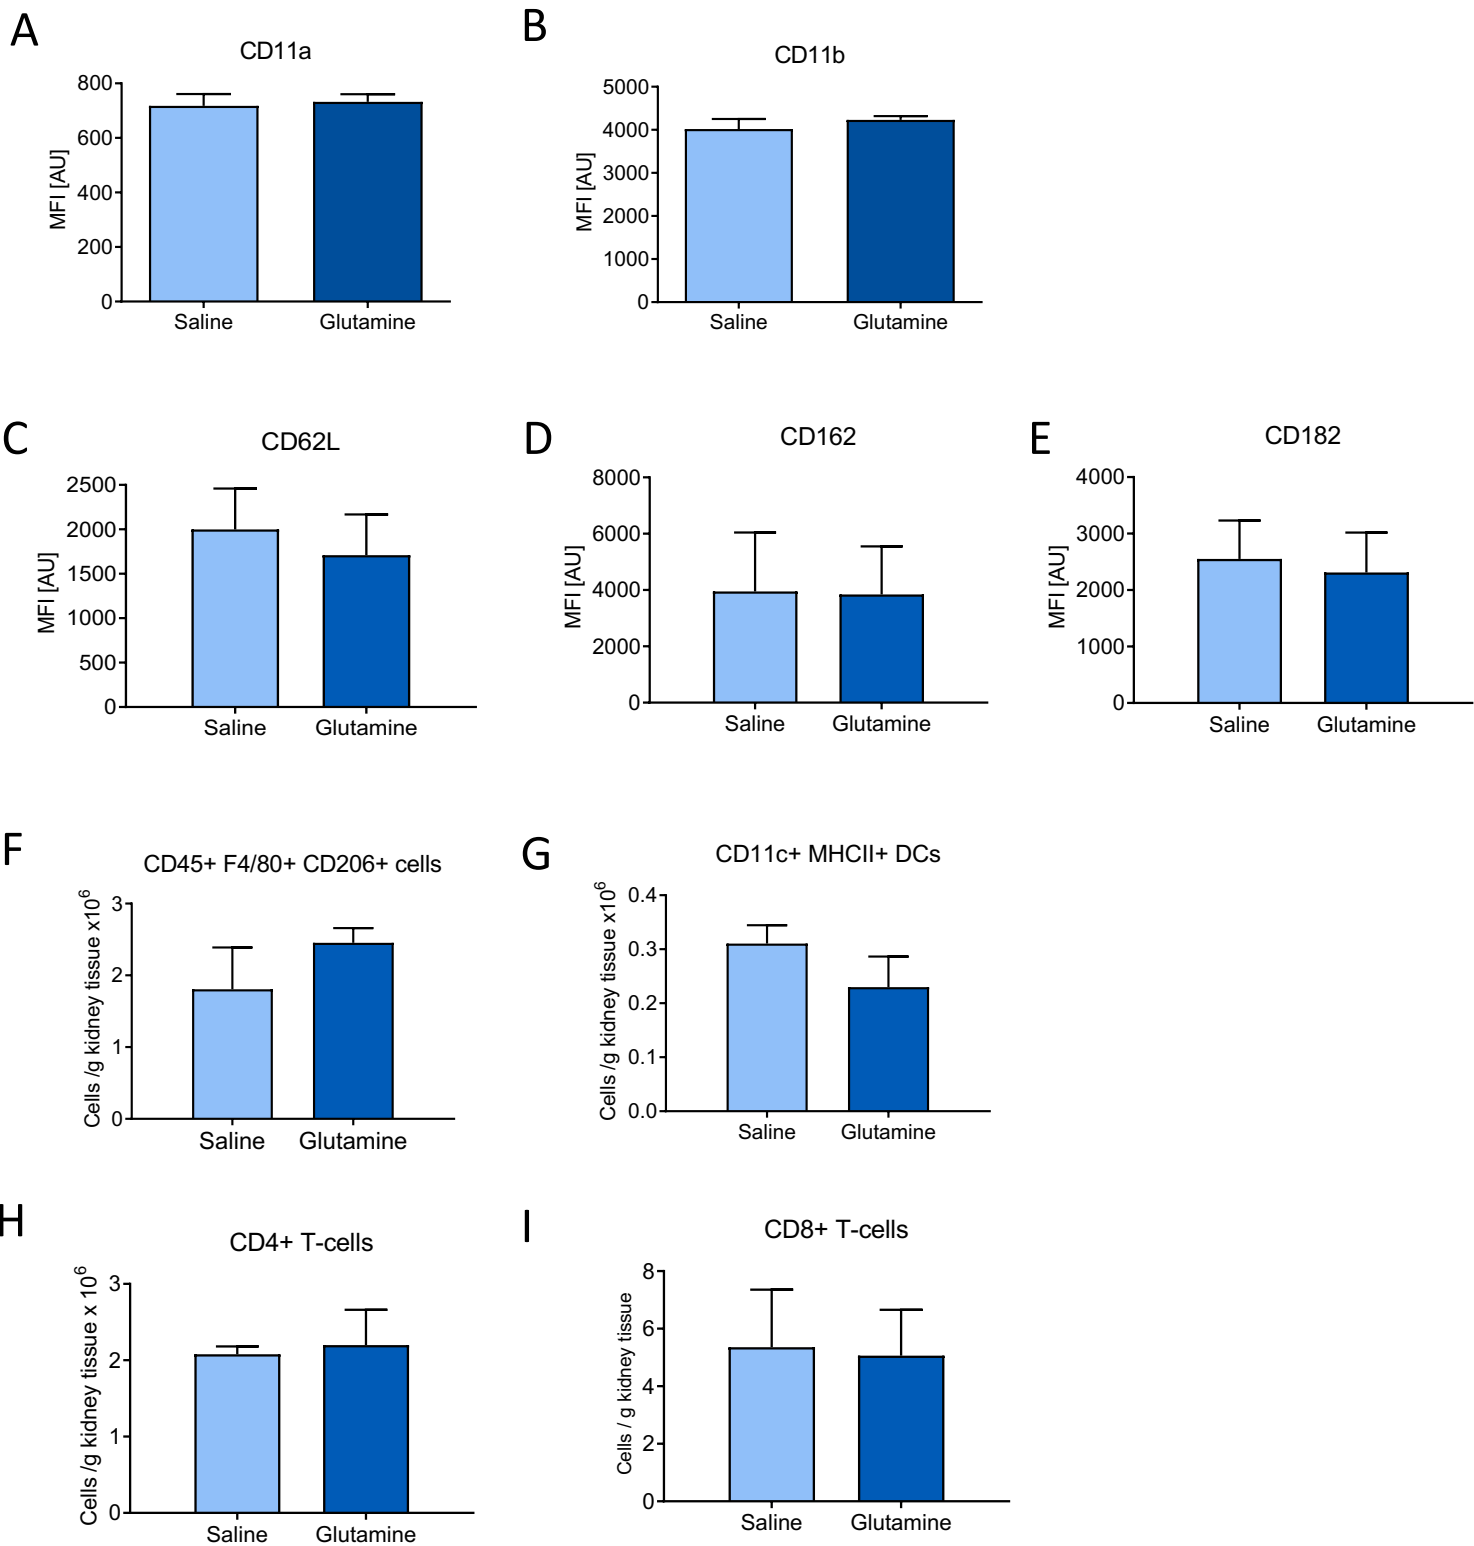

**Figure S1: Characterization of infiltrated immune cells after IRI.** WT mice were subjected to IRI surgery and received glutamine or saline 4h after reperfusion. Kidneys were isolated 24h after IRI induction, homogenized and prepared for expression molecule analysis via flow cytometry. Mean Fluorescent Intensities (MFIs) were analyzed for the expression markers CD11a (A), CD11b (B), CD62L (C), CD162 (D) and CD182 (E). Cell counts per g kidney tissue were assessed for CD45+ F4/80+ CD206+ Macrophages (F), CD11c+ MHCII+ dendritic cells (DC; G) as well as CD4+ and CD8+ T-cells (H, I). Mean  $\pm$  SEM; t-test  $\ast$ = $p<0.05$ ;  $n=3$ .

Figure S2

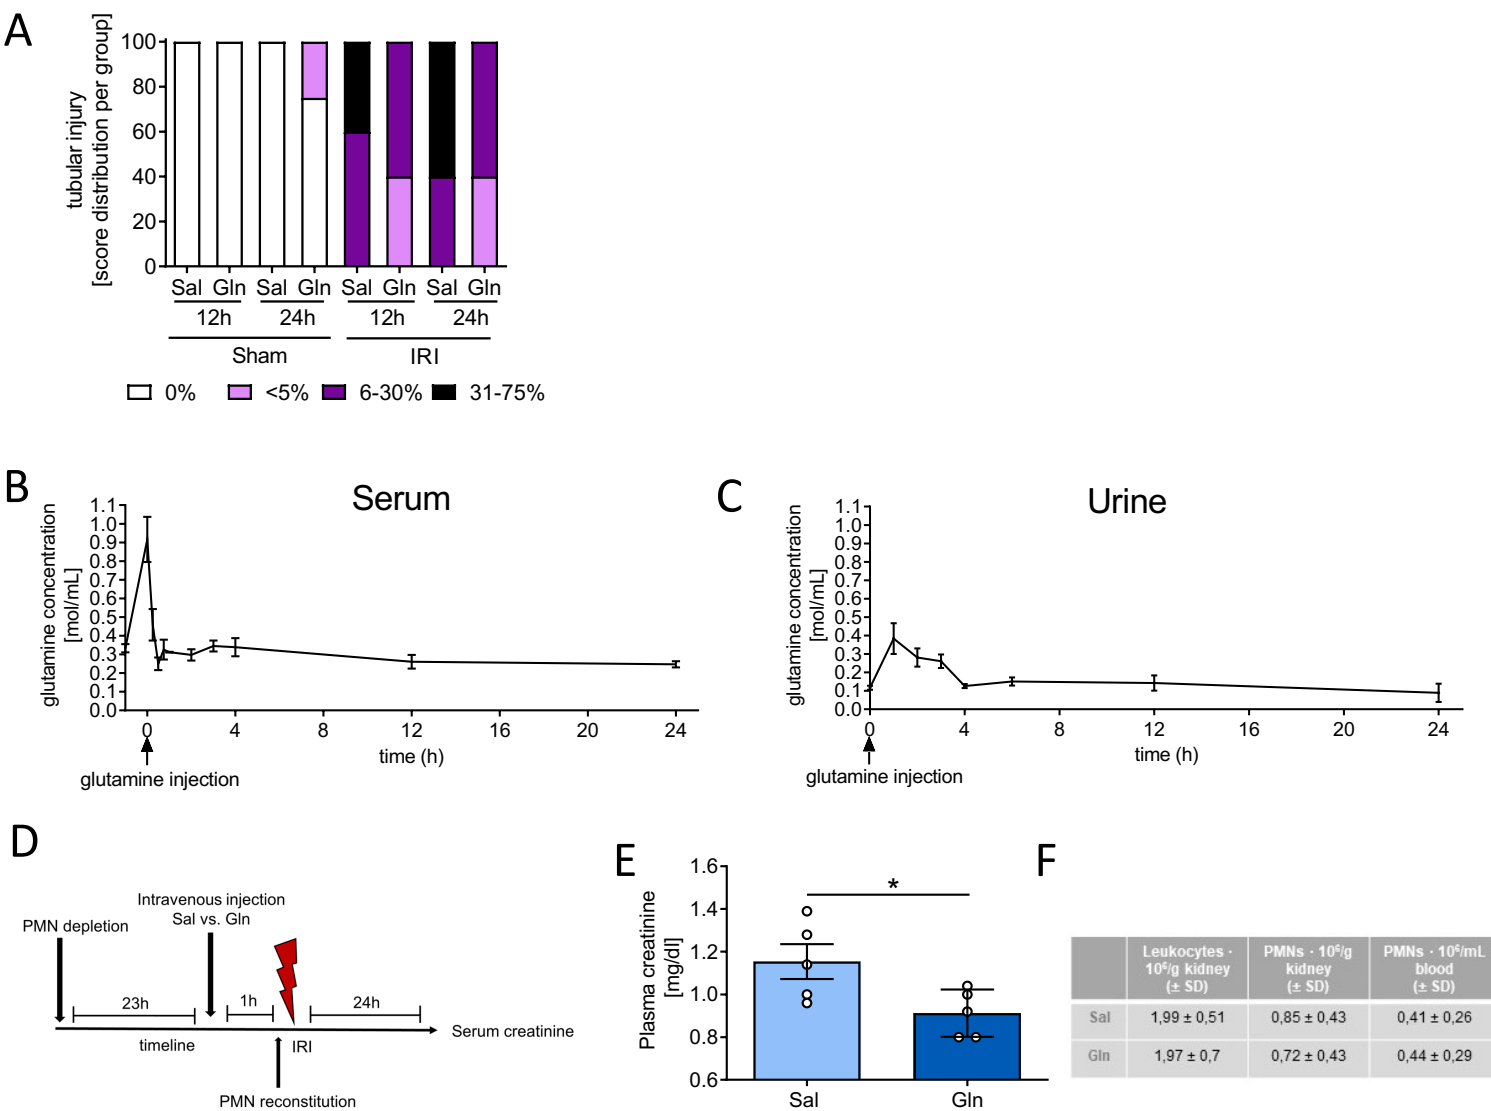

**Figure S2: Glutamine affects renal tubular epithelial cells leading to decreased renal injury.** Glutamine was administered in WT mice by intravenous glutamine injection (A-C). After performance of H&E staining of paraffin-embedded sections one tissue section per mouse was scored to identify tissue damage by illustrating score distribution (A; n=5). Glutamine concentration was measured by a colorimetric glutamine assay in collected blood plasma (B; n=3) and excreted urine (C; n=3). Glutamine or saline as vehicle control was administered intravenously 23h after PMN depletion achieved by an intraperitoneal injection of Gr1 in WT mice. 1h after systemic glutamine or saline treatment mice were subsequently subjected to IRI surgery (D). Plasma creatinine levels (E; n=5) and leukocyte counts (F; n=5) were determined 24h post IRI induction. Mean ± SEM; one-way ANOVA \*p<0.05; \*\* p<0.005; \*\*\*p<0.001.

Figure S3

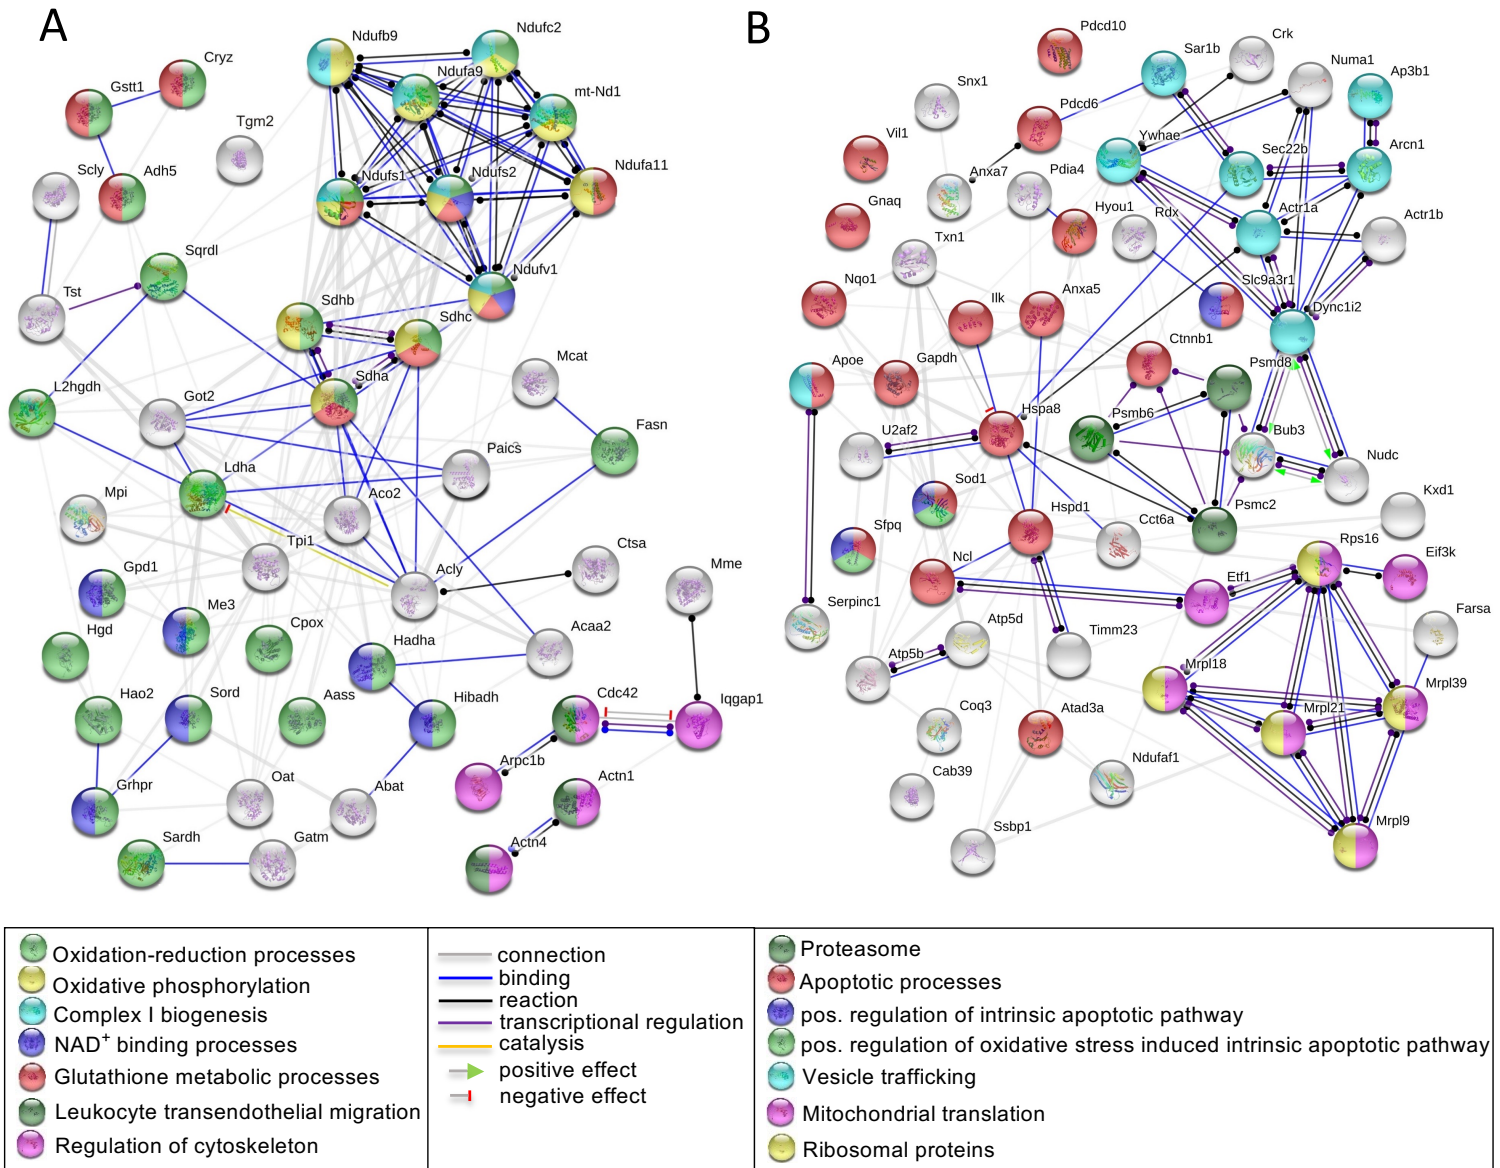

**Figure S3: Associated network analysis of regulated genes upon glutamine treatment.** WT mice were subjected to sham or IRI surgery and received glutamine or saline 15 min after reperfusion. Kidneys were collected and homogenized 24h after IRI induction. Mass spectrometric label free quantification was performed in order to identify alteration in protein expression levels as a result of glutamine treatment. Association network analysis illustrates upregulated (A) and downregulated proteins (B) by glutamine treatment compared to saline treatment and their mutual connections upon IRI induction. Colors of the different specified proteins represent memberships to the respective processes.

Figure S4

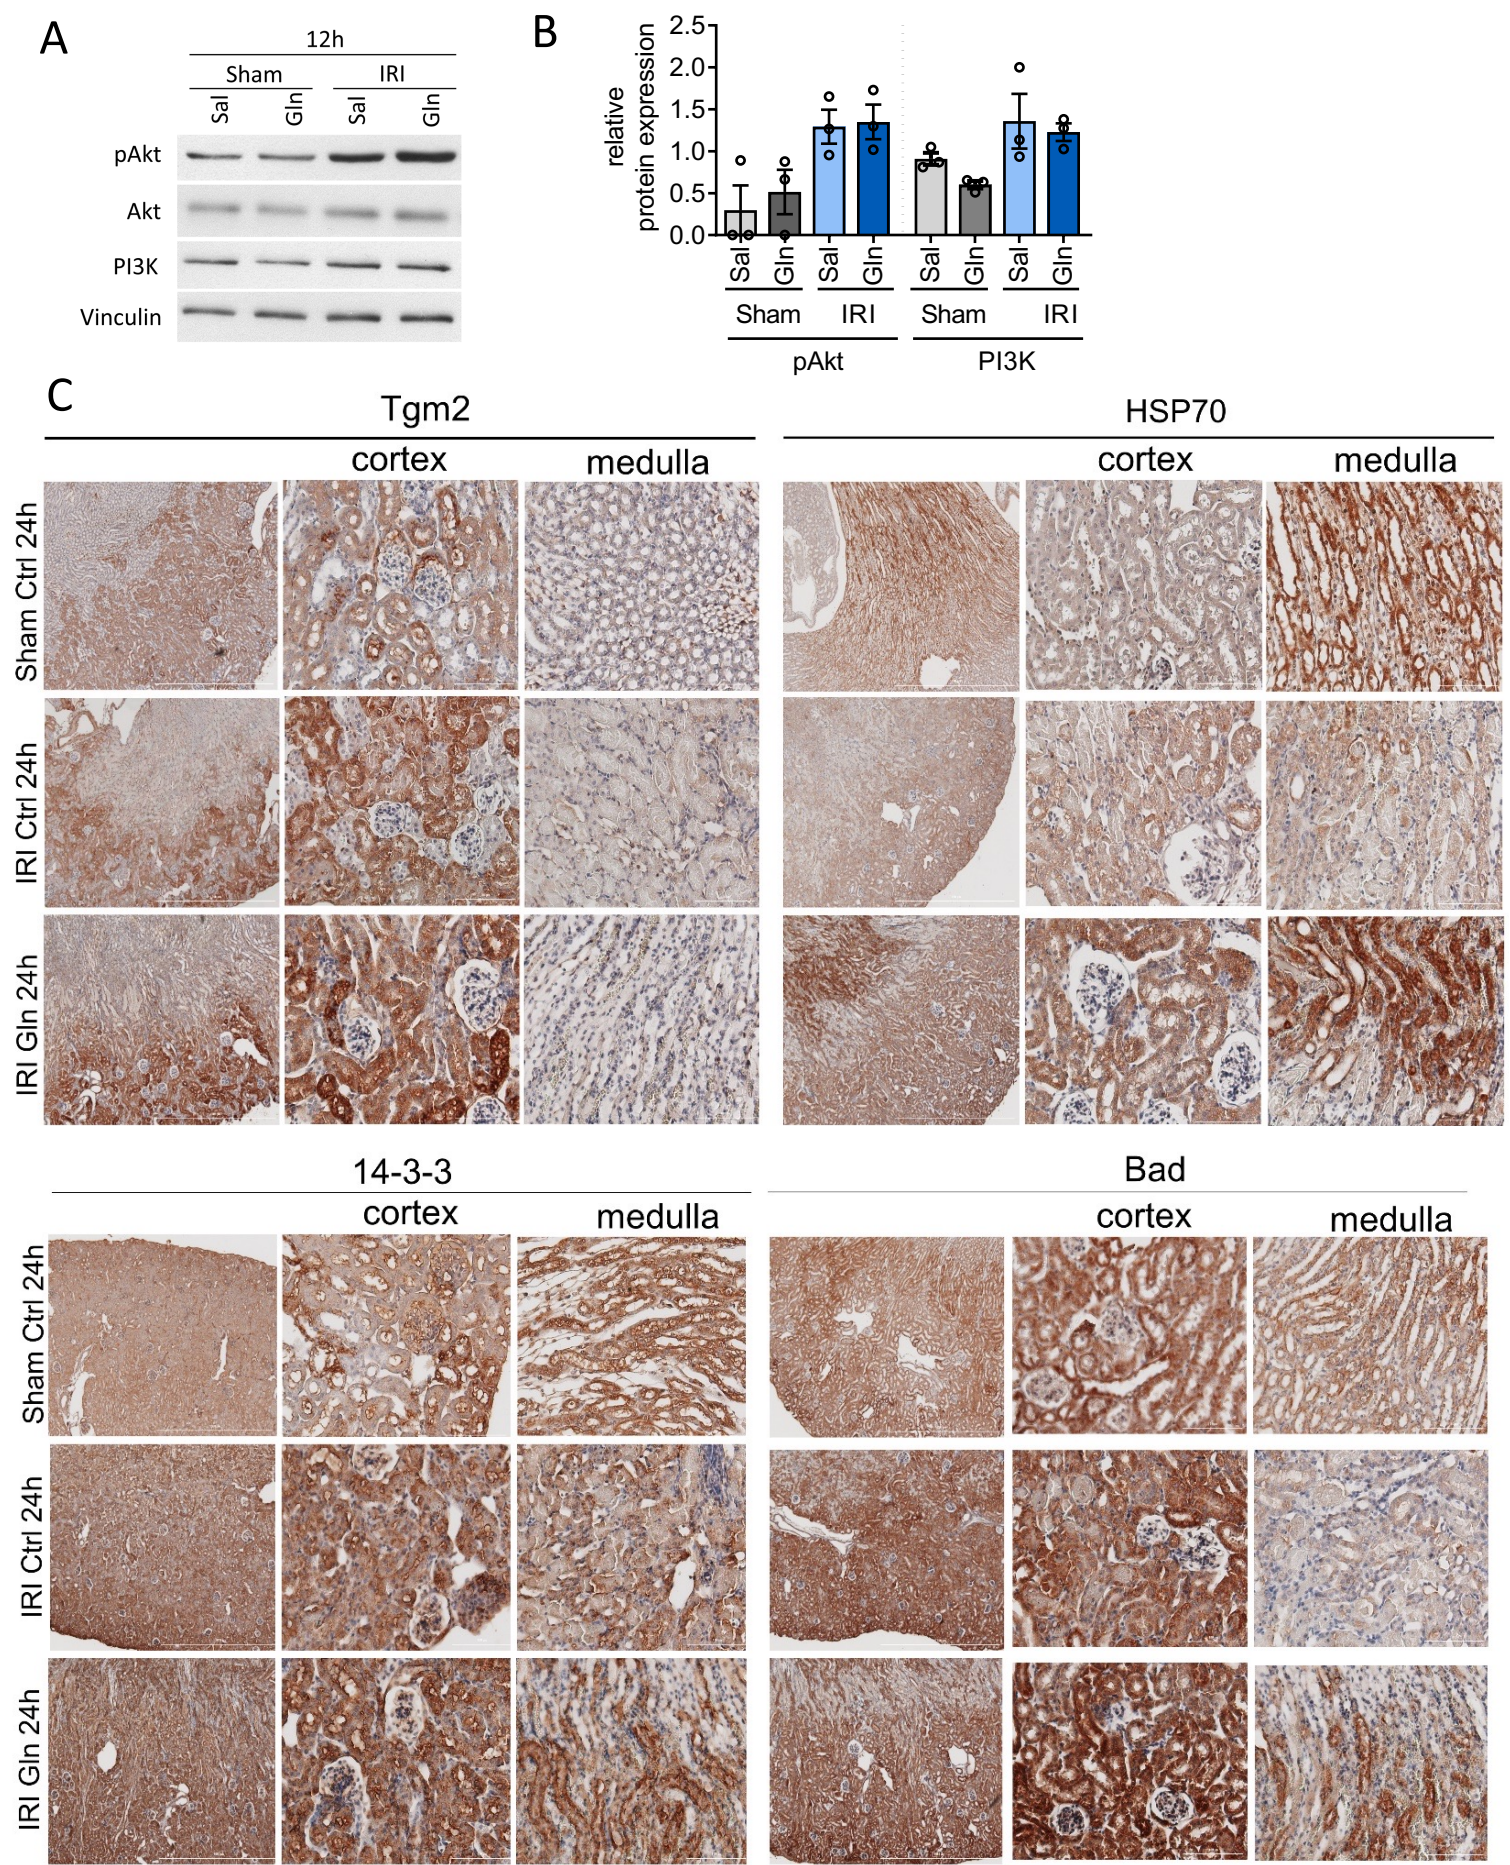

**Figure S4: Glutamine administration does not affect PI3K Signaling but enhances transglutaminase 2 and heat shock protein 70 expression.** WT mice were subjected to sham or IRI surgery and received glutamine or saline 4h after reperfusion. Analysis of PI3K expression and Akt activation was determined in kidney lysates 12h after IRI induction (A, B). Paraffin embedded tissue sections were prepared and immunohistochemistry staining were performed to illustrate Tgm2, Hsp70, 14-3-3 and Bad protein expression in the kidney (C).

Figure S5

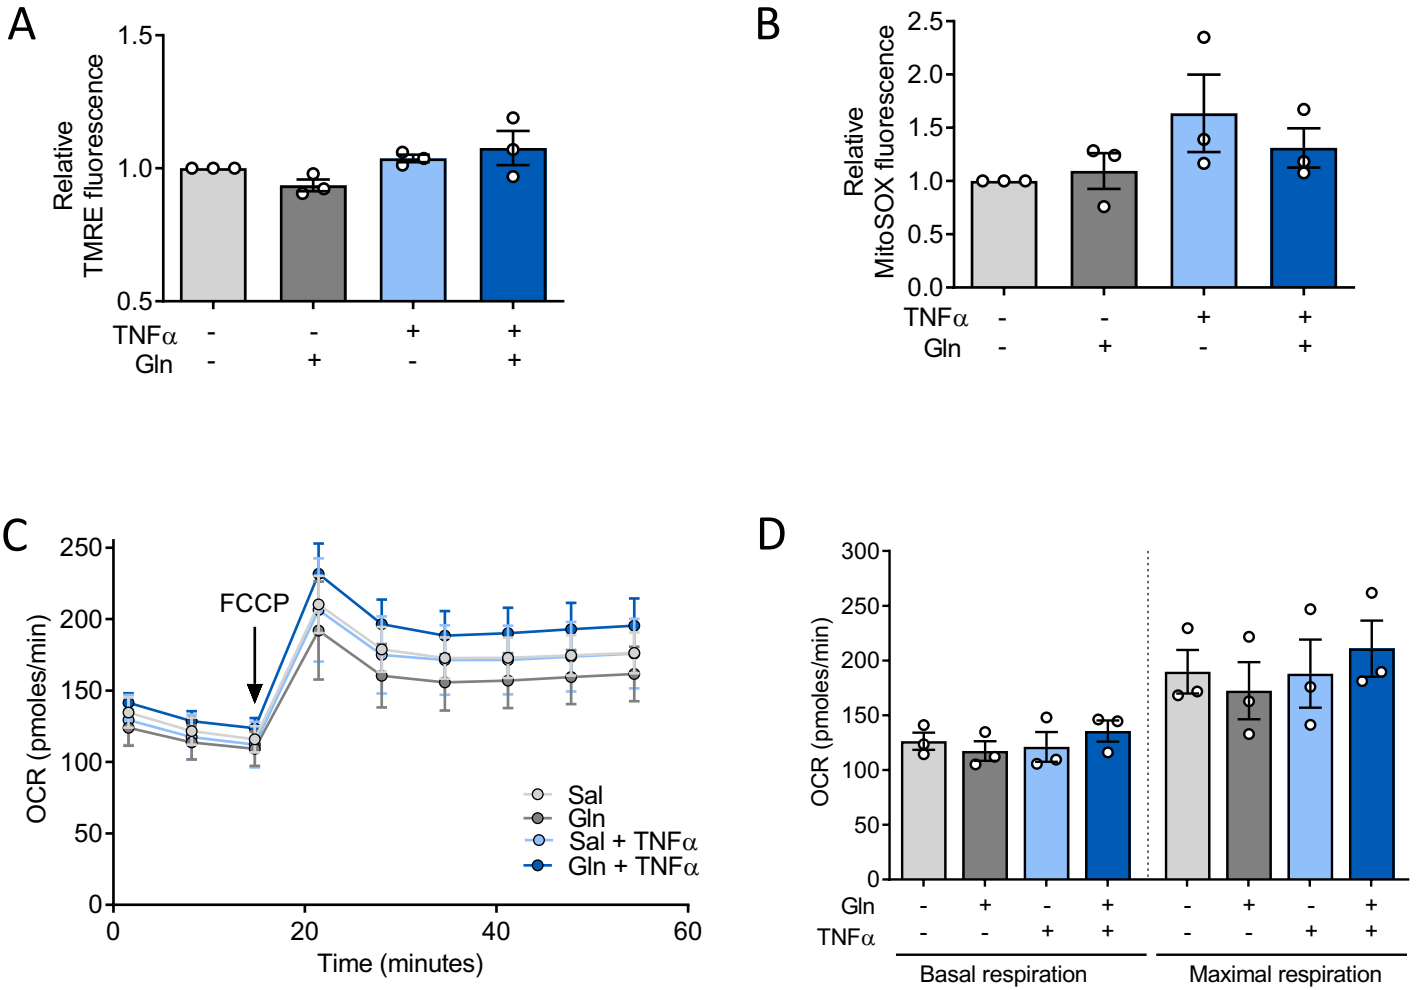

**Figure S5: Mitochondrial function in TECs is not affected by TNF $\alpha$ -stimulation or glutamine treatment.** TECs were treated with glutamine or saline and subsequently stimulated with 100ng/mL TNF $\alpha$  for 18h. The mitochondrial membrane potential was assessed by TMRE fluorescence detection (A, n=3). Mitochondrial ROS production was detected to assess oxidative stress (B, n=3) . Mitochondrial respiration was assessed using the Seahorse XF24 Flux Analyzer. The oxygen consumption rate (OCR) was measured before (basal respiration) and after FCCP addition (maximal respiration; C,D; n=3). FCCP: Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone. Mean  $\pm$  SEM; one-way ANOVA.

Figure S6

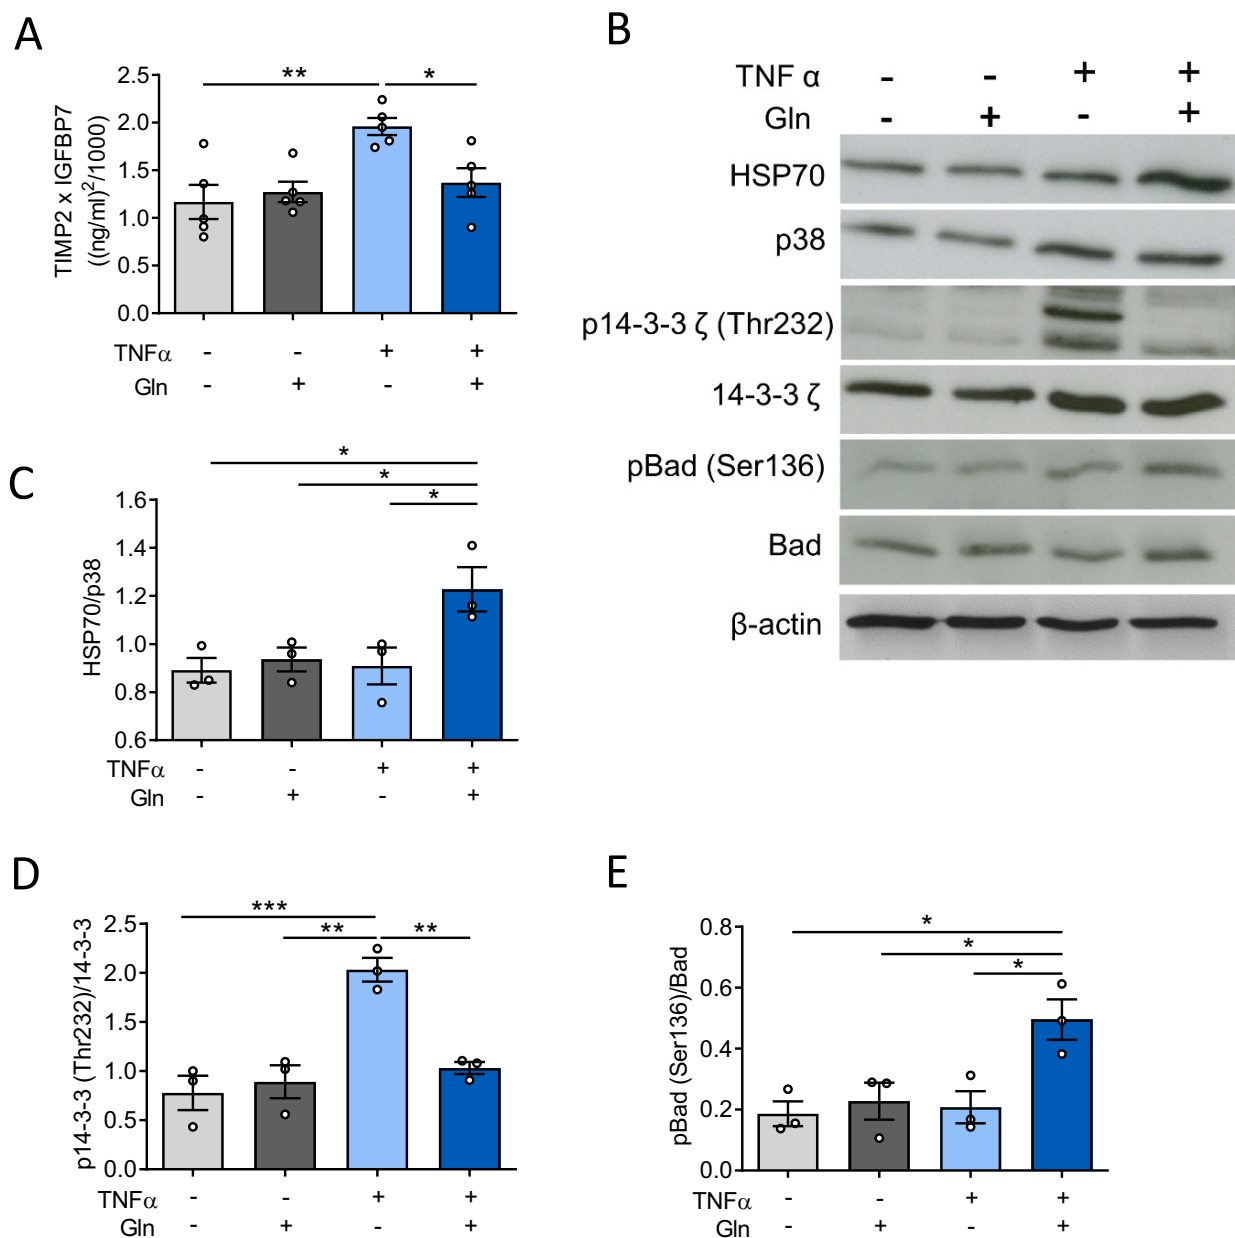

**Figure S6: Glutamine administration reduces renal injury by diminishing apoptotic processes in human tubular epithelial cells.**

Immortalized Human Kidney Epithelial-1 (IHKE-1) cells were treated with glutamine or saline and subsequently stimulated with 30ng/mL TNF $\alpha$ . The supernatant was utilized for TIMP2 and IGFBP7 level determination (A; n=5). IHKE-1 cell lysates were subjected to Western blotting to assess the expression levels of HSP-70 (B, C; n=3), anti-14-3-3 $\zeta$  and anti-p-14-3-3 $\zeta$  (Thr232) (B, D; n=3), anti-Bad and anti-p-Bad (Ser136) (B, E; n=3) and  $\beta$ -actin (mean  $\pm$  SEM; one-way ANOVA \* $\approx$ p<0.05; \*\* p<0.005; \*\*\*p<0.001).

Figure S7

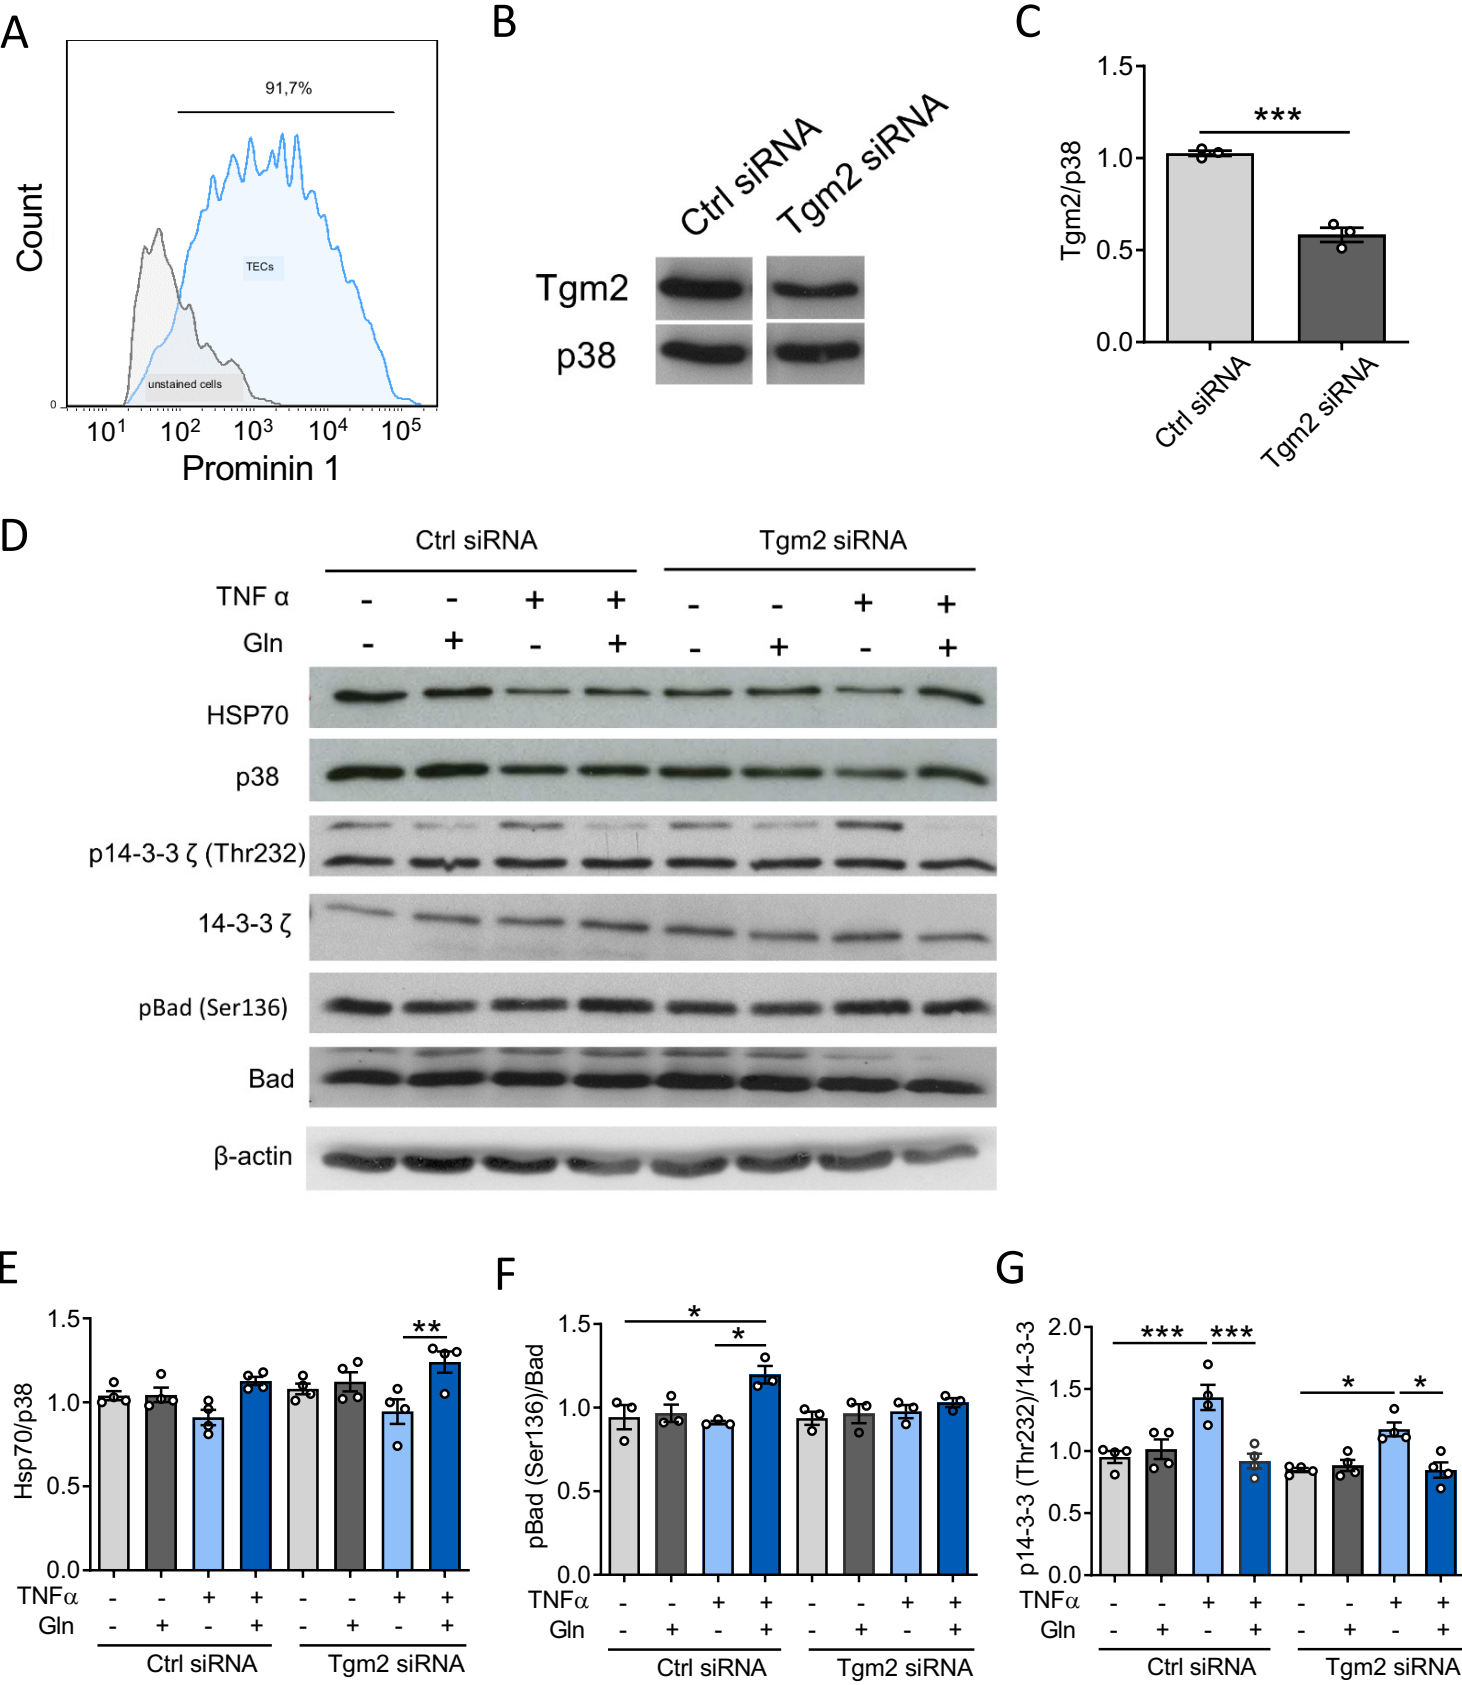

**Figure S7: Tgm2 knockdown in kidney tubular epithelial cells modulates apoptotic processes.** The purification rate of primary isolated murine TECs was 91.7% (A). TECs were transfected with Tgm2 siRNA and Ctrl siRNA using the Lipofectamine RNAiMAX Reagent. Knockdown efficiency determined by Western blot analysis was ~ 50% (B, C). Transfected TECs were treated with glutamine or saline and subsequently stimulated with 30ng/mL TNF $\alpha$ . TEC lysates were analyzed by Western blotting to assess the expression levels of HSP-70 (D, E; n=3), anti-14-3-3 $\zeta$  and anti-p-14-3-3 $\zeta$  (Thr232) (D, F; n=4) as well as anti-Bad and anti-p-Bad (Ser136) (D, G; n=3; mean  $\pm$  SEM; one-way ANOVA \* $p$ <0.05; \*\*  $p$ <0.005; \*\*\* $p$ <0.001).

Figure S8

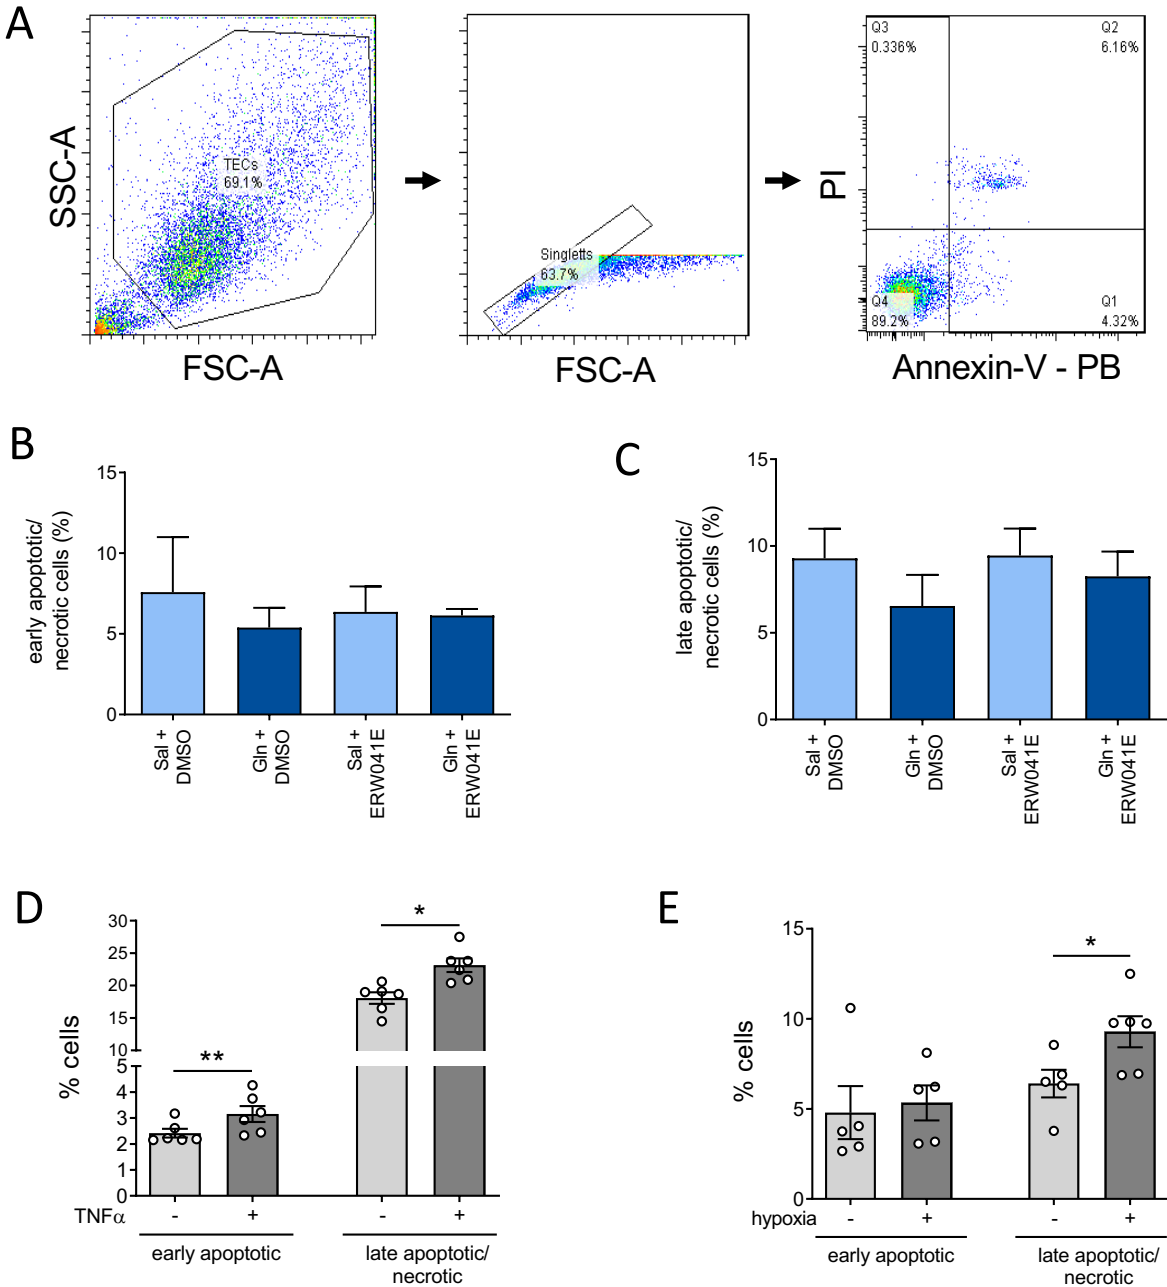

**Figure S8: TEC viability after diverse cells treatments.** TECs were stained with Pacific Blue™ Annexin V Apoptosis Detection Kit with propidium iodide (PI) after specific treatment with glutamine or saline and DMSO or ERW1041E (Tgm2 inhibitor). Exemplary FACS plots (A) and percentage of early apoptotic (B) and late stage apoptotic/ necrotic endothelial cells (C) (n=3). Percentage of early apoptotic and late stage apoptotic / necrotic TECs after TNFα (D, n=6) and hypoxia induction (E, n=5).

Supplementary Tables

**Table S1: List of all identified and quantified proteins of proteomic analysis.** WT mice were subjected to sham or IRI surgery and received glutamine or saline 4h after reperfusion. Kidneys were collected and homogenized 24h post reperfusion and mass spectrometric label free quantification was performed in order to detect regulated proteins.

| log10LFQ<br>ctrl24IRI_1 | log10LFQ<br>ctrl24IRI_2 | log10LFQ<br>ctrl24IRI_3 | log10LFQ<br>ctrl24IRI_4 | log10LFQgln<br>24IRI_1 | log10LFQgln<br>24IRI_2 | log10LFQgln<br>24IRI_3 | log10LFQgln<br>24IRI_4 | t-test<br>Significant | Score  | Q-<br>value | Peptides | Number of<br>proteins | Mol.<br>weight<br>[kDa] | (=-Log t-test p<br>value) | t-test<br>Difference | Protein names                     | Gene names |
|-------------------------|-------------------------|-------------------------|-------------------------|------------------------|------------------------|------------------------|------------------------|-----------------------|--------|-------------|----------|-----------------------|-------------------------|---------------------------|----------------------|-----------------------------------|------------|
| -0,71717                | -1,39427                | 0,285435                | -1,01814                | 0,51891                | 1,621981               | -0,02001               | 0,723261               | +                     | 24,602 | 0           | 6        | 1                     | 59,246                  | 1,543719418               | -0,2806              | Solute carrier family 22 member 8 | Slc22a8    |
| -0,53713                | -0,95688                | -1,19723                | -0,94441                | 0,910479               | 0,881424               | 0,634624               | 1,20912                | +                     | 258,17 | 0           | 35       | 10                    | 104,98                  | 4,254495112               | -0,3793              | Alpha-actinin-4                   | Actn4      |
| -0,83456                | -0,60525                | -1,39175                | -0,69809                | 0,870983               | 1,393719               | 0,55565                | 0,709289               | +                     | 84,501 | 0           | 17       | 2                     | 102,72                  | 3,360787115               | -0,3995              | Alpha-actinin-1                   | Actn1      |

| Column name            | Description                                                                                                          |
|------------------------|----------------------------------------------------------------------------------------------------------------------|
| log10LFQctrl24IRI_1    | Log10 Intensity of the sample ctrl 24 IRI first biological replicate                                                 |
| log10LFQctrl24IRI_2    | Log10 Intensity of the sample ctrl 24 IRI second biological replicate                                                |
| log10LFQctrl24IRI_3    | Log10 Intensity of the sample ctrl 24 IRI third biological replicate                                                 |
| log10LFQctrl24IRI_4    | Log10 Intensity of the sample ctrl 24 IRI fourth biological replicate                                                |
| log10LFQgln24IRI_1     | Log10 Intensity of the sample gln 24 IRI first biological replicate                                                  |
| log10LFQgln24IRI_2     | Log10 Intensity of the sample gln 24 IRI second biological replicate                                                 |
| log10LFQgln24IRI_3     | Log10 Intensity of the sample gln 24 IRI third biological replicate                                                  |
| log10LFQgln24IRI_4     | Log10 Intensity of the sample gln 24 IRI fourth biological replicate                                                 |
| t-test Significant     | Two sample t-test significance                                                                                       |
| Score                  | Protein score which is derived from peptide posterior error probabilities.                                           |
| Q-value                | The ratio of reverse to forward protein groups.                                                                      |
| Peptides               | The total number of peptide sequences associated with the protein group (i.e. for all the proteins in the group).    |
| Number of proteins     | Number of proteins contained within the group. This corresponds to the number of entries in the colum 'Protein IDs'. |
| Mol. weight [kDa]      | Molecular weight of the leading protein sequence contained in the protein group                                      |
| (=-Log t-test p value) | (-Log10) p value from t-test (ctrl24IRI vs gln24IRI)                                                                 |
| t-test Difference      | t-test difference (ctrl24IRI vs gln24IRI)                                                                            |
| Protein names          | Name(s) of protein(s) contained within the group.                                                                    |
| Gene names             | Name(s) of the gene(s) associated to the protein(s) contained within the group.                                      |

**Table S2: List of all identified and quantified differentially regulated genes in TECs.** WT mice were subjected to sham or IRI surgery and received glutamine or saline 15min after reperfusion. Kidneys were collected and homogenized 24h post reperfusion. Renal TECs were sorted from kidney suspension by FACS based upon the expression of CD45<sup>-</sup> Prominin-1<sup>+</sup> and RNA-Seq was performed in order to detect regulated genes.

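Table S2 lists for each gene the mean of its normalized counts, the log2 fold change of glutamine against saline with its standard error, and a column named svalue. Its legend describes that column as a negative logarithm of the p-value, while its entries are fractions below 0.01. The copy read here held 482 rows for 481 gene symbols, 359 rows with a higher and 123 with a lower value. Some symbols were garbled in that copy, so that an unmatched symbol need not be absent from the deposited counts. Of the 481 symbols, 454 matched the deposited counts. In the edgeR fit, 431 of them were tested and 423 had the sign printed in the table; across these genes, which are not independent replicates, Pearson's correlation of the log2 fold changes was 0.914. Of the 454 genes, 292 had an s-value below 0.01 when DESeq2 and apeglm were run on the deposited counts. In that fit 446 of the 454 genes had the printed sign, and Pearson's correlation of the log2 fold changes was lower, at 0.737.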

| baseMean | log2FoldChange | lfcSE | svalue       | protein names                                                    | gene names    |
|----------|----------------|-------|--------------|------------------------------------------------------------------|---------------|
| 123,58   | -1,49          | 0,59  | 1.542428e-03 | predicted gene, 50387                                            | Gm50387       |
| 295,08   | -1,49          | 0,47  | 1.836023e-04 | predicted gene, 49416                                            | Gm49416       |
| 352,25   | -1,51          | 0,36  | 4.652629e-06 | carbonyl reductase 1                                             | Cbr1          |
| 145,49   | -1,56          | 0,64  | 2.075741e-03 | predicted gene, 42067                                            | Gm42067       |
| 405,15   | -1,57          | 0,62  | 1.414191e-03 | solute carrier family 14 (urea transporter), member 2            | Slc14a2       |
| 61,37    | -1,62          | 0,69  | 2.494564e-03 | centrin 4                                                        | Cetn4         |
| 130,22   | -1,64          | 0,73  | 3.680364e-03 | acidic (leucine-rich) nuclear phosphoprotein 32 family, member A | Anp32a        |
| 51,39    | -1,65          | 0,85  | 8.329291e-03 | RIKEN cDNA A730063M14 gene                                       | A730063M14Rik |
| 42,72    | -1,67          | 0,67  | 1.726575e-03 | prolyl 3-hydroxylase family member 4 (non-enzymatic)             | P3h4          |
| 73,93    | -1,70          | 0,66  | 1.271178e-03 | tryptophan rich basic protein                                    | Wrb           |
| 119,82   | -1,76          | 0,49  | 3.436545e-05 | coiled-coil domain containing 93                                 | Ccdc93        |
| 69,03    | -1,78          | 0,84  | 5.348383e-03 | KN motif and ankyrin repeat domains 3                            | Kank3         |
| 41,69    | -1,88          | 0,92  | 6.304040e-03 | RIKEN cDNA B230377A18 gene                                       | B230377A18Rik |
| 131,11   | -1,91          | 0,73  | 1.165689e-03 | cytoplasmic polyadenylation element binding protein 2            | Cpeb2         |
| 23,58    | -1,97          | 0,94  | 5.519120e-03 | RIKEN cDNA 4930522L14 gene                                       | 4930522L14Rik |
| 21,12    | -2,10          | 1,01  | 5.797670e-03 | collagen, type V, alpha 1                                        | Col5a1        |
| 33,55    | -2,42          | 0,92  | 1.101639e-03 | Fanconi anemia, complementation group A                          | Fanca         |
| 35,99    | -2,74          | 1,00  | 6.651701e-04 | predicted gene, 22063                                            | Gm22063       |
| 32,73    | -3,27          | 0,83  | 1.112949e-05 | expressed sequence AU021092                                      | AU021092      |
| 38,54    | -3,34          | 1,07  | 2.233135e-04 | RIKEN cDNA 2500002B13 gene                                       | 2500002B13Rik |
| 59,52    | -3,53          | 1,09  | 1.424709e-04 | myocardial zonula adherens protein                               | Myzap         |
| 23,93    | -3,87          | 1,34  | 4.294072e-04 | RIKEN cDNA 1810026B05 gene                                       | 1810026B05Rik |
| 35,16    | -4,45          | 0,99  | 3.477858e-07 | predicted gene, 23472                                            | Gm23472       |
| 32,15    | -5,42          | 1,30  | 3.636419e-06 | harakiri, BCL2 interacting protein (contains only BH3 domain)    | Hrk           |

| Column name    | Description                                                                                                                                                                                                           |
|----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| baseMean       | The average of the normalized count values, dividing by size factors, taken over all samples.                                                                                                                         |
| log2FoldChange | The effect size estimate. This value indicates how much the gene or transcript's expression seems to have changed between the comparison and control groups. This value is reported on a logarithmic scale to base 2. |
| lfcSE          | The standard error estimate for the log2 fold change estimate.                                                                                                                                                        |
| svalue         | the negative log of the P-value $-\log_2(p)$                                                                                                                                                                          |
| Protein names  | Name(s) of protein(s) contained within the group.                                                                                                                                                                     |
| Gene names     | Name(s) of the gene(s) associated to the protein(s) contained within the group.                                                                                                                                       |

## Supplementary Methods

### Flow cytometry

For determination of neutrophil surface expression, the following antibodies were used: Gr-1 Alexa633 (selfmade), CD45 (clone 30-F11, Biolegend, #103132), Ly6B.2 (clone 7/4, Bio-Rad, #MCA771G), CD11a (clone M7/14, Biolegend, #101107), CD11b (clone M1/70, BD Bioscience, #553311), CD62L (clone MEL-14, BD Bioscience, #561918), CXCR2 (clone SA044G4, Biolegend, #149303), CD162 (clone 2PH1, BD Bioscience, #555306). Isotype controls, fluorescence-minus-one and empty staining were used to adjust threshold.

For detection of intrarenal macrophages, T-cells and dendritic cells (DCs), kidneys were flushed and digested as described above and the following antibodies were used for fluorescence-based cytometric detection: CD3 (clone 17A2, Biolegend, #100221), CD4 (clone GK1.5, Biolegend, #100431), CD8 (clone 53-6.7, Invitrogen, #11-0081-85), CD25 (clone 3C7, Biolegend, #101903), CD45 (clone 30-F11, BD Bioscience, #557235), MerTK AF488 (clone DS5MMER, Invitrogen, #53-5751-82), CD86 (clone GL-1, Biolegend, #105007), F4/80 (clone BM8, Biolegend, #123121), CD206 (clone MR6F3, Invitrogen, #25-2061-82), MHCII (clone M5/114.15.2, Invitrogen, #47-5321-82), CD11c (clone HL3, BD Bioscience, #553802). Isotype and negative controls were used to adjust threshold. A microbead-based volumetric reference was utilized for absolute quantification.

### Glutamine measurement

Glutamine concentrations in urine and plasma samples were measured using a colorimetric assay (Glutamine Assay Kit, abcam, #ab197011) following the manufacturer's directions.

### Immunohistochemistry

For immunohistochemistry staining sections were dewaxed by heating them to 60°C for 1 h. The paraffin was removed by processing the slices through an alcohol series [xylene (Sigma) for 10 min, 100% ethanol (Sigma) for 8 min, 90% ethanol for 2 min, 70% ethanol for 2 min]. Next, the sections were treated in 3 % H<sub>2</sub>O<sub>2</sub> (Sigma) in ddH<sub>2</sub>O at RT to exhaust unspecific peroxidase activity. The sections were washed twice in ddH<sub>2</sub>O and antigen retrieval was performed in 1 mM citric acid (PH=6) heated to 80°C for 15 min and dried for 10 min. Next, the sections were washed in ddH<sub>2</sub>O for 2 min, blocked in TBS (PH=7.6) + 2% BSA (Sigma) for 10 min at RT and stained using primary antibodies [rb-anti-HSP70 (CST; #4872; 1:50), rb-anti-tgm2 (CST; #3557; 1:50), rb-anti-14-3-3zeta (Invitrogen; #PA5-27317; 1:500), rb-anti-Bad (Invitrogen, #MA-31978; 1:50)] at 8°C over night. Next, the sections were washed three times in TBS + 0,05 % tween20 (Merck) and stained with the secondary antibody at RT for 1h (anti-rb-HRP; CST; #7074; 1:100). The sections were again washed three times in TBS + 0,05 % tween20 and the oxidative reaction was performed using the signal stain DAB substrate kit (CST; #8059) strictly according to the manufacturer's instructions. Incubation times were 30 min for HSP70, 15 min for tgm2, 1 min for 14-3-3zeta and 4 min for Bad stained sections. The reaction was stopped in ddH<sub>2</sub>O for 5 min. Hematoxylin counterstaining was performed after dipping the sections in tap water and applying Mayer's Hämalalaun solution (Carl Roth) for 8 min, followed by a wash in tap water for 30 s. Differentiation was performed by dipping the slices in ddH<sub>2</sub>O 6 times and by incubating them for 10 min in running tap water. Finally, the sections were processed in an alcohol series (70 % ethanol for 5 min, 90 % ethanol for 5 min, 100 % ethanol for 10 min, xylene for 20 min) and embedded using Eukitt (Sigma).

### Viability Assay

Murine primary tubular epithelial cells (TECs) were seeded in 12-well cell culture plates and grown to confluence. Cells were subjected to glutamine or saline and DMSO or ERW1041E for 90 min (37 °C, 5% CO<sub>2</sub>). Cell viability of TECs was tested by using the Pacific Blue™ Annexin V Apoptosis Detection Kit with PI (Biolegend, #640928) according to the manufacturer's instructions. Cells were analysed with a BD FACSCanto™ II Flow Cytometry System. Annexin V-only positive cells were considered early apoptotic, while Annexin V - PI double positive and PI-only positive cells were defined as late-stage apoptotic cells and necrotic cells.

Graphical Abstract: Glutamine reduces apoptotic Ask1-JNK signaling. Left: Renal Ischemia reperfusion leads to inflammation and the generation of ROS and mROS in renal TECs. Redox-sensitive ASK1 (apoptosis signal-regulating kinase 1) gets phosphorylated (Thr845) which causes JNK (c-Jun N-terminal kinase) activation (Ser73). 14-3-3 (Thr232) and pro-apoptotic Bad (S128) were phosphorylated which prevents an interaction. Thereby, Bad can bind to antiapoptotic Bcl-2 which blocks its function to prevent apoptosis by controlling the mitochondrial outer membrane permeabilization. Cytochrome c gets released which activates caspase 3, finally resulting in apoptosis. Right: Glutamine reduces (m)ROS production as well as TNF $\alpha$  release, which leads to reduced Ask1 phosphorylation and a subsequent decreased JNK activation. Moreover, glutamine treatment maintains Tgm2 and HSP70 protein expression. The signalosome of these two proteins additionally decreased JNK phosphorylation, increases Bad phosphorylation (Ser136) thereby reducing further downstream intrinsic apoptotic signaling. Short upward arrows symbolize up-regulated proteins and phosphorylation, while short downward arrows symbolize the downregulation. Solid lines symbolize direct action, while dotted lines symbolize direct interactions. Red arrows describe the effects of ischemia reperfusion as well as TNF $\alpha$  or hypoxia stimulation. Green arrows highlight the effects of glutamine on the single proteins.

How the deposited data were processed for this re-analysis (not part of the article)

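RNA was measured in renal TECs of 3 glutamine-treated and 3 vehicle-treated mice after IRI. A further table of the same series holds neutrophils (PMN) of 3 glutamine-treated and 3 vehicle-treated mice, which the paper's text does not describe. The conditions were taken from the sample labels and the paper. The authors deposited estimated counts per gene symbol, not normalized, for both cell types. The tables' names point to Salmon; its version, the genome build and the annotation are not named in the paper's text, which states reads of 50 bases and DESeq2 on gene-level counts. Here edgeR was the main tool and DESeq2 an alternative.

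The PMN table had been resaved by a spreadsheet program. In it, 3.20% of the cells carried extra points between digits and 0.39% had become dates. The last point was read as the decimal point and dates were turned back into numbers; a date leaves the second decimal open, an error below 1 count. This table was planned as plain counts and was used as estimated counts after decoding. It gives 2 columns per library, whose values correlated at 0.986 to 0.989 against 0.499 to 0.614 between libraries, so that the mean of the 2 columns was used as 1 replicate. No column of per-sample values was left unused.

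Estimated counts were rounded to whole counts. The TEC libraries held between 5397370 and 10223461 counts and the PMN libraries between 20225208 and 21878411. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, the default expression filter and Benjamini-Hochberg adjusted p-values below 0.05, fitted separately for 14734 genes in TECs and 10130 genes in PMN. The standard error of a log2 fold change was taken from the fold change and the test's F statistic. DESeq2 1.42.0 with apeglm 1.24.0, limma 3.58.1, other normalizations, filters and thresholds, and fits without each replicate in turn were the alternatives, set before the data were examined. Of 30 gene lists written at the same time, 28 in TECs and 20 in PMN had at least 3 tested genes; they were tested with camera at a correlation of 0.01, with fry and with camera at an estimated correlation. Positions, lengths and transcript numbers came from GENCODE M21 on GRCm38, matched by symbol for 98.7% of the tested TEC genes; the authors' tables carry no coordinates.

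The tests were checked on simulated counts with 200 changed genes and the spread of the real libraries. The simulated changes were large and were set only in genes above a floor of abundance. The shares recovered and the shares of unchanged genes among the calls therefore do not hold for smaller changes. In TECs edgeR recovered 88.5% of the changed genes among 14223 tested. In PMN, where libraries differ far more, it recovered 0.5% among 9265 tested, so that a count of 0 in PMN says little. With 3 libraries per group an exact permutation test cannot give a p-value below 0.1.

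The genes named in the text are those the paper names from the TEC experiment, the genes of proteins it follows elsewhere, the sort markers, and the 5 genes in each direction with the largest changes among those past the threshold; no gene passed it. Of the genes this rule covers, 1 is not reported here. GO terms, reads and the paper's other assays were not used here.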

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

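The test of sequence inside introns and the share of sensory receptors that rose were chosen after those values were seen. The tests of gene length, depth and counts by length were set out before their own values were computed. Medians of gene classes and the trend with gene length had, however, been looked at once before any test here was set out. The results below concern TEC gene lists whose values as lists the paper does not report. Figure 6C names the mitochondrial large ribosomal subunit among its GO terms, without a direction. Table S2, made from these same libraries, shows many predicted genes and olfactory receptors as higher with glutamine. The shares of these classes were examined for that reason, so the p-values of both classes are not independent evidence. These 6 lists were picked because they had an adjusted p-value below 0.05 in camera and list means that did not overlap between the groups. Chance gives such means for 10% of lists. Since both conditions were the rule of choice, meeting them is not a further result. With the preset correlation, camera called 11 lists, and 3 of the 10 splits of the 6 libraries gave as many, with 6 to 12 lists in the other splits. Chance and the treatment cannot be told apart on that count with 3 libraries per group. With fry, 4 lists were called in the real split and 0 in each other split.

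Sensory receptor genes, which include olfactory and vomeronasal receptors, had a median log2 fold change of 0.89 over 291 tested genes (fry adjusted p = 0.0458), and predicted genes one of 0.49. Of the sensory receptors, 90.4% were higher with glutamine. They took 0.289% ± 0.0167 of the counts with vehicle and 0.414% ± 0.0463 with glutamine (SD, n = 3; exact permutation test, two-sided p = 0.1, the smallest possible). A gene length bias is argued against, since the difference from protein-coding genes of the same length was at least 0.74 in each of 5 length classes. Unequal depth is argued against, since the median was 0.85 with all libraries brought to 5397370 counts. Unspliced RNA was tested on other genes, namely genes inside introns that do not code for protein. Their median log2 fold change was 0.72 where the host gene failed the expression filter and 0.49 in strongly expressed hosts. The difference was 0.22 (95% bootstrap interval 0.04 to 0.41). This argues against unspliced RNA of the hosts as the whole source of the rise in these intronic genes. Both groups rose, so a contribution stays open, and the sensory receptors as a class were not covered. Genomic DNA among the sequenced fragments and a change in RNA cannot be told apart here. The share of receptors that rose was taken on the genes that showed the pattern. Counts on sensory receptors grew with transcript length (Spearman correlation 0.672 across 1730 genes, which are not independent replicates), but transcribed RNA gives such a trend too. A real effect of glutamine on these genes stays open and was not tested. The length and depth tests covered the sensory receptors, not the predicted genes. Predicted genes took 19.1% ± 2.81 of the counts with vehicle and 26.8% ± 2.29 with glutamine (SD, n = 3). The exact permutation test gave a two-sided p = 0.1 for this difference, again the smallest possible. The 10 most abundant genes of each library, of any class, held 19.19% to 22.93% of the counts with vehicle. With glutamine they held 27.55% to 28.51%. Whether these are predicted genes was not examined, so a few abundant genes may carry much of the rise in that share.

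Genomic DNA was also tested on the longer list of higher genes. It had been predicted that subtracting a background per kilobase, measured on sensory receptors, would remove most of the 303 genes with an s-value below 0.01 that were higher with glutamine. After subtraction, which removed 2.25% of the counts, there were again 303, of which 245 were among the first 303. The lower genes went from 143 to 93. The prediction had also limited the fall of the lower genes, and their change of -35.0% passed that limit. The share of predicted, Rik and sensory receptor genes among the higher genes went from 61.7% to 52.8%, the direction a background would give. The unchanged number alone decides nothing, because some of the higher genes after subtraction were new. That 245 of the first 303 stayed argues against a uniform background of this size as the cause of most of those calls. A contribution to some of them stays open. The 10 highest sensory receptors held 36.7% of that class's counts, so a background that differs between genes was not tested by this subtraction.

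Genes of the distal convoluted tubule had a median log2 fold change of 0.77 (7 of 7 genes higher, fry adjusted p = 0.15), and macrophage and dendritic cell genes one of 0.72 (8 of 9 higher, fry adjusted p = 0.311). A gene length bias is argued against, with differences from protein-coding genes of the same length of 0.87 and 0.78. None of these genes had an adjusted p-value below 0.05 in edgeR, and unadjusted there were 3 distal and 1 macrophage genes. None is in Table S2, and 2 of the 9 macrophage and dendritic cell genes are also in another list. Of the most abundant of the 9, H2-Ab1 went from 15.1 to 24.0 CPM, H2-Aa from 10.9 to 22.7 CPM, and Csf1r from 21.9 to 20.8 CPM. Lyz2 went from 1.77 to 6.95 CPM. These genes were singled out after their values were seen. Camera also called genes of the proximal tubule (median log2 fold change 0.42, 13 of 15 higher, adjusted p = 0.00242, fry adjusted p = 0.356). It called genes of the thick ascending limb too (0.38, 7 of 8 higher, adjusted p = 0.0425, fry adjusted p = 0.359). The means of both lists overlapped between the groups. Lists that camera did not call went both ways, with overlapping means. Endothelial genes had a median of -0.24 (2 of 10 higher, adjusted p = 0.379). The median was 0.99 for neutrophil genes (9 of 10 higher, adjusted p = 0.13) and 1.02 for neutrophil granule genes (4 of 5 higher, adjusted p = 0.13). It was 0.32 for stromal genes (4 of 5 higher, adjusted p = 0.349). A different mix of sorted cells stays open as a hypothesis, as does a change within cells, and none of the tests run separates them.

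Genes of the mitochondrial large ribosomal subunit had a median log2 fold change of -0.32 (42 of 50 lower, fry adjusted p = 0.115), and cytosolic ribosomal genes one of -0.26 (71 of 74 lower, fry adjusted p = 0.0304). The difference from protein-coding genes of the same length was -0.27 for the mitochondrial list, which argues against length as its whole cause. It was -0.18 for the cytosolic list, where length and treatment cannot be told apart because the part removed lay between the limits set for the test. Glutamine itself stays open for both lists.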

How the results depend on the processing

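No paired analysis was possible because the TEC groups share only replicate number 3 and the PMN groups share none.

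The number of TEC genes past the threshold was 0 in the main setting, with limma-voom, with RLE or upper-quartile normalization, with at least 10 counts in every library and without predicted, Rik and sensory receptor genes. It was 246 with DESeq2's Wald test, 446 with apeglm, 398 without the expression filter and 12 at an adjusted p-value below 0.1, with 74.8%, 67.9%, 72.9% and 91.7% of these genes higher with glutamine. It ranged from 0 to 38 across the 6 fits that each left out one replicate; the 38 came without glutamine replicate 2, and 4 came without vehicle replicate 5. In simulated TEC counts 19.7% of the calls of DESeq2's Wald test and 43.1% of those of apeglm were unchanged genes; beyond that the cause was not tested. All 10 of the 10 splits of the TEC libraries gave at least 0 genes, which decides nothing. At an unadjusted p-value below 0.05 the real split gave 1901 genes and the others 202 to 1381, and with apeglm it gave 446 and the others 8 to 201.

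In PMN 0 genes passed in the main setting, where 337 had an unadjusted p-value below 0.05. The count was 299 with DESeq2's Wald test and 396 with apeglm, and 0 in the other alternatives and in each fit without a replicate. In simulated PMN counts with 200 changed genes, DESeq2's Wald test called 290 genes, of which 87.6% were unchanged, and apeglm called 268, of which 83.6% were unchanged. What else contributes was not tested. All 10 splits of the PMN libraries gave at least 0 genes, and other splits gave 250 to 375 genes at an unadjusted p-value below 0.05. With the first column of each library alone, an alternative chosen after seeing the data, the count was 0.

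In TECs 11 gene lists passed in the main setting and when predicted, Rik and sensory receptor genes were left out of the normalization, 4 with fry and 0 with an estimated correlation. In PMN the numbers were 3, 0 with fry and 0 with an estimated correlation; 3 of the 10 PMN splits gave as many lists as the real one. The cause was not tested.

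Of the genes in Table S2, 0 passed the threshold in the main setting and under RLE or upper-quartile normalization, and 292 with apeglm. The excess of distance between groups kept its sign in each alternative; without predicted, Rik and sensory receptor genes it was 6.83 (exact permutation test, one-sided p = 0.2). Clustering on the genes past the threshold was not run, since there were none. The share of counts on each gene class kept its direction when taken over genes passing the filter.

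Among the named TEC genes, none passed in the main setting, and 29 values passed under an alternative. Slc14a2 did so without vehicle replicate 5, at a log2 fold change of -2.30 against -1.79 with all libraries. The sign reversed under some alternative for Hspa1a, Hspa1b, Lcn2 and Timp2, and for none of the other named genes reported here. Hspa1a, 0.04 in the main setting, became -0.13 with limma-voom and ranged from -0.92 to 0.60 across the 6 fits that each left out one replicate, below 0 without vehicle replicates 3 or 4 or glutamine replicate 2. Across the same fits Hspa1b ranged from -0.066 to 1.00 and Lcn2 from -0.82 to 0.39. Hspa1b was below 0 without glutamine replicate 2, and Lcn2 was above 0 without vehicle replicate 3. Timp2 became -0.053 with limma-voom and -0.0014 without the filter, and ranged from -0.20 to 0.29, below 0 without vehicle replicate 3 or glutamine replicates 2 or 3. The cause was not tested.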

Differences from the paper's values

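The paper reports 481 differently expressed genes in TECs, and 0 passed an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2 with apeglm and an s-value below 0.01 gave 446 and edgeR without the expression filter gave 398, both within 1.5 times the paper's number. DESeq2's Wald test (246), an adjusted p-value below 0.1 (12), the fits without vehicle replicate 5 (4) or glutamine replicate 2 (38) did not close the gap, nor did the other alternatives, which gave 0.

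For Hrk the paper's log2 fold change is -5.42 with a standard error of 1.3, and the fit without the expression filter gave -1.79. It was -1.78 with DESeq2's Wald test and -0.03 with apeglm; none of the alternatives set before the data were examined closed the gap. The paper's mean of normalized counts for Hrk is 32.15, against 7.38 from the deposited counts.

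The Discussion counts Srxn1 among the genes that rose with glutamine. In the deposited counts its log2 fold change was -0.96, and the paper's own Table S2 gives -0.91. It was below 0 in each alternative.

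The text places Figure 6A as a clean separation of treated from control mice by unsupervised grouping. On all tested genes the first branch joined vehicle replicate 5 to the glutamine libraries, under each alternative set before the data were examined that gave a value. The groups parted only on genes with an s-value below 0.01, an alternative chosen after seeing the data. The legend of Figure 6A describes its heatmap as one of differently expressed genes, and the tree drawn there is over genes, so that the paper's grouping and the one on all tested genes rest on different genes.

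The paper calls Bad, Srxn1, Hmox1, Txn1, Glrx, Gsr, Mgst1 and Slc14a1 differently expressed. None passed in the main setting, and each passed with DESeq2's Wald test, with apeglm and without the expression filter. Slc14a2, which the paper also calls, passed only without vehicle replicate 5. Hrk did not pass with apeglm or in edgeR without the filter, and DESeq2's Wald test gave it no adjusted p-value. Map3k5, which Table S2 lists, passed with DESeq2's Wald test, with apeglm and without the expression filter, and not in the main setting.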

Other observations

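The test of Table S2 against transcript numbers was set out before its values were computed. For some genes the paper's mean of normalized counts in Table S2 differs from that of the deposited counts. Over 444 genes with an annotation the median ratio of deposited to printed mean was 0.964. Of 163 genes with 1 annotated transcript, 0 deviated from that ratio by over 1.2-fold, while 64 of 281 genes with several transcripts did (22.8%; Fisher's exact test, two-sided p = 1.29e-14, across genes, which are not independent replicates). A candidate explanation is that the paper's fit corrected for transcript lengths estimated in each library, which cannot alter a gene with 1 transcript. Hrk has 2 annotated transcripts. Transcript-level values were not used here, so the correction itself was not repeated.

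Map3k5, which encodes Ask1, had 55.2 ± 10.3 CPM with vehicle and 129 ± 8.56 CPM with glutamine (SD, n = 3), a log2 fold change of 1.22 (standard error 0.21) with an adjusted p-value of 0.109 in edgeR; the paper's Table S2 gives 1.01. It passed in edgeR without the expression filter (adjusted p = 0.000312), with DESeq2's Wald test (adjusted p = 0.000146) and with apeglm (s-value 3.77e-07). Over the other alternatives its adjusted p-value lay between 0.063 and 0.486. The paper follows the phosphorylation of Ask1 in kidney lysates. In TECs it also lowered Ask1 by siRNA and followed caspase-3 and HSP70. These are different measures from the RNA level. Havcr1, the gene of KIM-1, had 8037, 6035 and 1040 counts in the vehicle libraries and 783, 246 and 239 in the glutamine libraries, so that vehicle replicate 5 lay nearer the glutamine libraries (log2 fold change -3.08, adjusted p = 0.254 in edgeR). Its adjusted p-value was 0.0369 with DESeq2's Wald test and between 0.0645 and 0.579 over the other alternatives that give one, and its s-value was 0.191. Tgm2 had a log2 fold change of -0.27 (adjusted p = 0.524 in edgeR). The log2 fold change was -0.29 for Ywhaz and -0.22 for Igfbp7 (adjusted p = 0.549 and 0.651 in edgeR), and neither passed under an alternative.

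In TECs, interferon response genes had a median log2 fold change of 0.92 with 29 of 31 higher, and camera called them (adjusted p = 2.82e-06). The adjusted p-value was 0.299 in fry and 0.442 in camera with an estimated correlation, and the libraries of the groups overlapped. In PMN camera called immediate early genes higher (median 0.40, 17 of 20 genes) and complex I and cytosolic ribosomal genes lower (medians -0.54 and -0.30), none of them under fry.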
